# Fibroblast-derived osteoglycin promotes epithelial cell repair

**DOI:** 10.1038/s41536-025-00404-3

**Published:** 2025-03-25

**Authors:** Luke van der Koog, Manon E. Woest, Iris C. Gorter, Vicky Verschut, Robin A. B. Elferink, Annet B. Zuidhof, Dyan F. Nugraha, Maunick L. Koloko Ngassie, Sophie I. T. Bos, Deepesh Dhakad, Justina C. Wolters, Peter L. Horvatovich, Y. S. Prakash, Wim Timens, Önder A. Yildirim, Corry-Anke Brandsma, Henderik W. Frijlink, Anika Nagelkerke, Reinoud Gosens

**Keywords:** Respiratory tract diseases, Therapeutics, Translational research

## Abstract

There is an urgent need for innovative therapies targeting defective epithelial repair in chronic diseases like COPD. The mesenchymal niche is a critical regulator in epithelial stem cell activation, suggesting that their secreted factors are possible potent drug targets. Utilizing a proteomics-guided drug discovery strategy, we explored the lung fibroblast secretome to uncover impactful drug targets. Our lung organoid assays identified several regenerative ligands, with osteoglycin (OGN) showing the most profound effects. Transcriptomic analyses revealed that OGN enhances alveolar progenitor differentiation, detoxifies reactive oxygen species, and strengthens fibroblast-epithelial crosstalk. OGN expression was diminished in COPD patients and smoke-exposed mice. An active fragment of OGN (leucine-rich repeat regions 4–7) replicated full-length OGN’s regenerative effects, significantly ameliorating elastase-induced lung injury in lung slices and improving lung function in vivo. These findings highlight OGN as a pivotal secreted protein for alveolar epithelial repair, positioning its active fragment as a promising therapeutic for COPD.

## Introduction

There is a growing interest in therapeutic strategies aimed at restoring defective tissue repair in chronic diseases to cure or slow down the decline in organ function. In the lung, regenerative medicine has primarily focused on transplantation, tissue engineering, stem or progenitor cell therapy, or a combination of these approaches^1,2^. A regenerative pharmacological approach holds considerable promise due to its potential for large-scale application and early intervention in the disease process^3^. Currently, no approved drugs support lung tissue repair.

Within respiratory medicine, chronic obstructive pulmonary disease (COPD) is the most common chronic lung disease with a need for better therapies^2,4^. The underlying pathogenetic mechanism of COPD involves a complex interplay between enhanced destruction of alveolar septa and a diminished capacity of alveolar epithelial progenitor cells to support epithelial tissue repair^5–7^. The alveolar epithelium comprises alveolar type (AT)1 cells, which facilitate gas exchange, and AT2 cells, which secrete pulmonary surfactants and possess stem cell-like characteristics essential for lung repair^8,9^. Cell types within the alveolar niche, such as distal lung fibroblasts, provide structural support, secrete extracellular matrix, and provide paracrine molecular cues that direct proper proliferation and differentiation of the alveolar epithelium^9–13^.

In COPD, aberrant fibroblast-epithelial signaling contributes to remodeling and impaired epithelial repair^14–18^. Recent findings show that the progenitor cell niche is a driver of defective epithelial repair and that targeting the niche pharmacologically is feasible^3,19^. The importance of this process is illustrated by distal lung alveolar epithelial progenitors, which differentiate into AT1 and 2 cells in organoids. These require mesenchymal support cells and only form if these mesenchymal cells are in contact with epithelial progenitors^9,17^. Additionally, we have previously demonstrated that lung fibroblast-derived secretome ameliorated lung tissue injury^20^. Exposure of these mesenchymal cells to cytokines and factors (e.g., transforming growth factor (TGF)-β, cigarette smoke (CS)) that drive the disease process in COPD strongly impairs their promotive role^17,18,21^.

Lung fibroblasts support alveolar epithelial regeneration through several mechanisms, including paracrine signaling, by releasing extracellular vesicles (EVs) and soluble factors (SFs)^22^. Here, we aimed to identify factors in the lung fibroblast secretome with regenerative potential for therapeutic development. Using a proteomics-guided drug discovery strategy, we identified osteoglycin (OGN) and its active fragment to have significant potential in supporting alveolar epithelial repair. We also demonstrate reduced expression of OGN in lung tissue from current smokers and patients with smoking-associated COPD. Additionally, we demonstrate that treatment with OGN and its active fragment ameliorates elastase-induced injury in precision-cut lung slices (PCLS) and restores lung function in mice.

## Results

### Lung fibroblast-derived EVs and SFs support alveolar epithelial growth

To assess the regenerative potential of the secretome of human lung fibroblasts, we used an established in vitro murine lung organoid model^3^. This organoid model of primary adult lung epithelial tissue closely recapitulates epithelial regeneration in the lung, mimicking the initial activation of lung progenitor cells, their subsequent proliferation, and the differentiation into specialized epithelial cells. Organoid number reflects the activation of epithelial progenitor cells to initiate division and form organoids, while organoid size provides insights into both proliferation and differences in phenotype^3^. We assessed whether fibroblasts exert their preventive function in a paracrine manner through the secretion of extracellular vesicles and soluble factors (Fig. 1a). MRC5 human lung fibroblast-derived EV-enriched fractions (EVs) and SFs-enriched fractions (SFs) were purified using a combination of ultrafiltration and size exclusion chromatography, and previously characterized according to MISEV guidelines^20,23^. Morphological assessment of EV-enriched fractions revealed intact, spherical vesicles with a diameter of around 110 nm (Fig. S1). The colony forming efficiency (CFE) of organoids established by co-culturing murine lung tissue-derived CD31^-^/CD45^-^/Epcam^+^ cells and CCL206 fibroblasts was evaluated. Freshly isolated CD31^-^/CD45^-^/Epcam^+^ cells are mainly composed of AT2 cells (around 80–85%) as we have demonstrated previously using FACS and RNAseq analysis^17,24,25^. The CFE was significantly increased by treating cultures with EVs (10^9^ particles/mL, 50,000 particles per cell) or SFs (30 µg/mL) (Fig. 1a–c), without affecting organoid size (Fig. 1d). In addition, EV- or SF-treatment increased organoid formation in a concentration-dependent manner (Fig. S2a–d). Interestingly, reducing the number of fibroblasts yielded significantly fewer murine organoids, underscoring the supportive function of fibroblasts in epithelial organoid formation (Fig. S2e–f). We compared treatment effects with EVs or SFs in the presence of varying fibroblast numbers: 10,000, 5000, or 2500 CCL206 fibroblasts (Fig. S2g–j). As the number of fibroblasts decreased, both treatments with EVs (10^9^ particles/mL) or SFs (30 µg/mL) exhibited a more pronounced increase in CFE (Fig. S1g–j). In contrast, culturing Epcam^+^ cells in the absence of fibroblasts resulted in no organoid formation, even when treated with fibroblast-derived EVs or SFs, suggesting that the presence of fibroblasts is essential for supporting organoid development^17^. To specifically analyze the impact of treatment with EVs or SFs on organoids derived from alveolar epithelial progenitors, we used immunofluorescence staining to distinguish between airway-type organoids (ACT^+^) and alveolar-type organoids (SPC^+^) (Fig. S2k). This analysis revealed that alveolar epithelial progenitors were more prone to induce CFE to treatment with EVs or SFs compared to control, yielding significantly more SPC^+^ organoids (Fig. 1e) without affecting the number of ACT^+^ organoids (Fig. S2l).

**Fig. 1:**
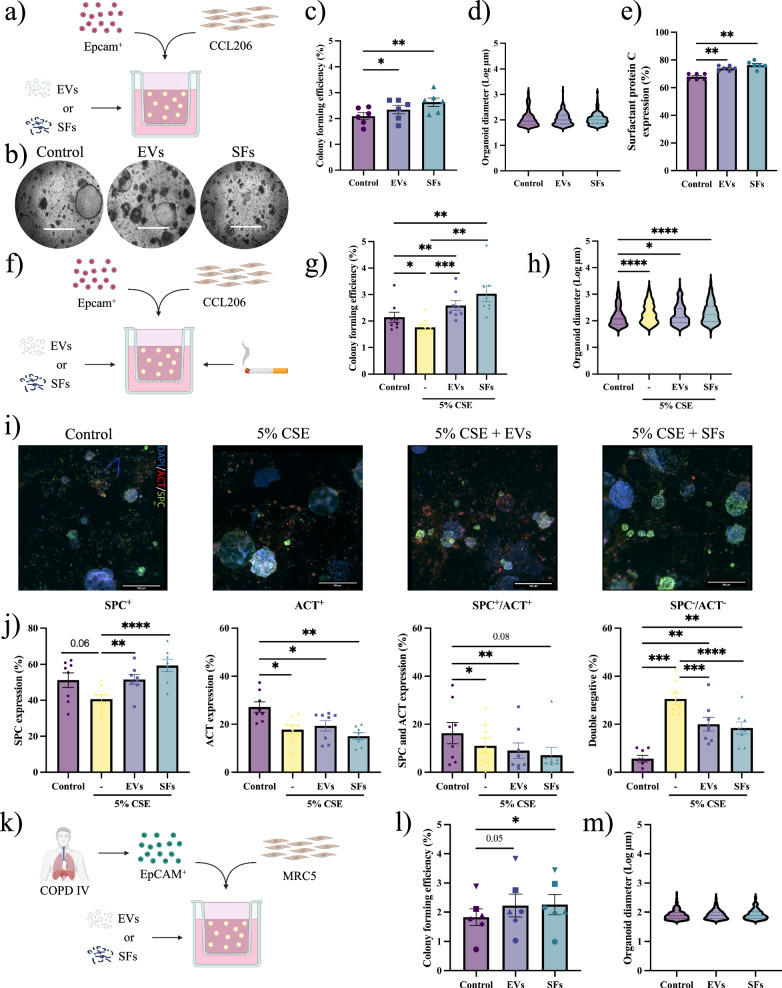
Lung fibroblast-derived EVs and SFs support alveolar organoid formation. **a** Schematic of in vitro murine organoid design treated with EVs or SFs. **b** Brightfield images of murine lung organoids on day 14 (scale = 700 µm). **c** CFE of murine organoids (mean ± SEM, N = 6, one-way ANOVA, Dunnett test). **d** Log of murine organoid diameter (median, N = 6, Kolmogorov-Smirnov test, α = 0.0025). **e** Immunohistochemistry quantification for SPC in murine organoids (mean ± SEM, N = 6, one-way ANOVA, Dunnett test). **f** Schematic of in vitro CSE-exposed murine organoid design. **g** CFE of CSE-exposed murine organoids (mean ± SEM, N = 8, one-way ANOVA, Dunnett test). **h** Log of CSE-exposed murine organoid diameter (median, N = 8, Kolmogorov-Smirnov test, α = 0.0167). **i** Immunofluorescence images of organoids for airway-type (ACT, red), alveolar-type (SPC, green), and DAPI (nuclei, blue) (scale = 500 µm). **j** Immunohistochemistry quantification for SPC^+^, ACT^+^, SPC^+^/ACT^+^, and SPC^-^/ACT^-^ organoids (mean ± SEM, N = 6, one-way ANOVA, Dunnett test). **k** Schematic of in vitro human organoid design. **l** CFE of human organoids (mean ± SEM, N = 6, one-way ANOVA, Dunnett test). **m** Log of human organoid diameter (median, N = 6, Kolmogorov-Smirnov test, α = 0.025). Statistically significant comparisons: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

During COPD development, the alveolar epithelial cells are exposed to a hostile microenvironment, which changes their composition, phenotype, and responses to molecules. To simulate this hostile microenvironment in our organoid model, we exposed organoid cultures to 5% CS extract (CSE; Fig. 1f), which yielded, in accordance with previous findings, a significantly lower organoid number (Fig. 1g) and increased organoid diameter (Fig. 1h)^3^. Concurrent treatment with either EVs or SFs was able to counteract the negative effects of CSE in respect of CFE number. In contrast, organoid size was increased compared to control (Fig. 1g, h). Immunofluorescence staining revealed that the number of SPC^+^ and ACT^+^ organoids decreased in the presence of 5% CSE (Fig. 1i, j), and the proportion of organoids negative for SPC and ACT increased (Fig. 1j). Treatment with EVs and SFs, however, increased the number of SPC^+^ organoids (Fig. 1j) and lowered the number of double-negative (SPC^-^/ACT^-^) (Fig. 1j). For a translational perspective, we further investigated lung fibroblast-derived EVs and SFs on human organoid formation derived from EpCAM^+^ epithelial cells isolated from COPD IV patient lung tissue (Fig. 1k). EV- and SF-treatment increased the CFE of human organoids, whereas diameter was unaffected by both treatments (Fig. 1l, m).

### A proteomics-guided drug discovery strategy identifies osteoglycin to induce organoid formation

We used a proteomics-guided drug discovery strategy (Fig. 2a) to identify potential therapeutic factors within the fibroblast secretome that may restore defective lung repair. Analysis of lung fibroblast-derived EVs and SFs (N = 4) revealed 1262 proteins and 2090 proteins that were identified in at least one of the replicates, respectively. To demonstrate the nature of the EVs, we analyzed the presence of proteins stipulated following the MISEV guidelines^23^. EVs showed enrichment of transmembrane and GPI-anchored proteins associated with EVs, in contrast to the relatively low abundance in SFs (Supplementary Data 1). Additionally, CD90, a marker for mesenchymal stromal cells, was present in all EV samples. In summary, the proteomic analysis collectively demonstrates an enrichment of EV-associated proteins in EVs when compared to SFs.

**Fig. 2:**
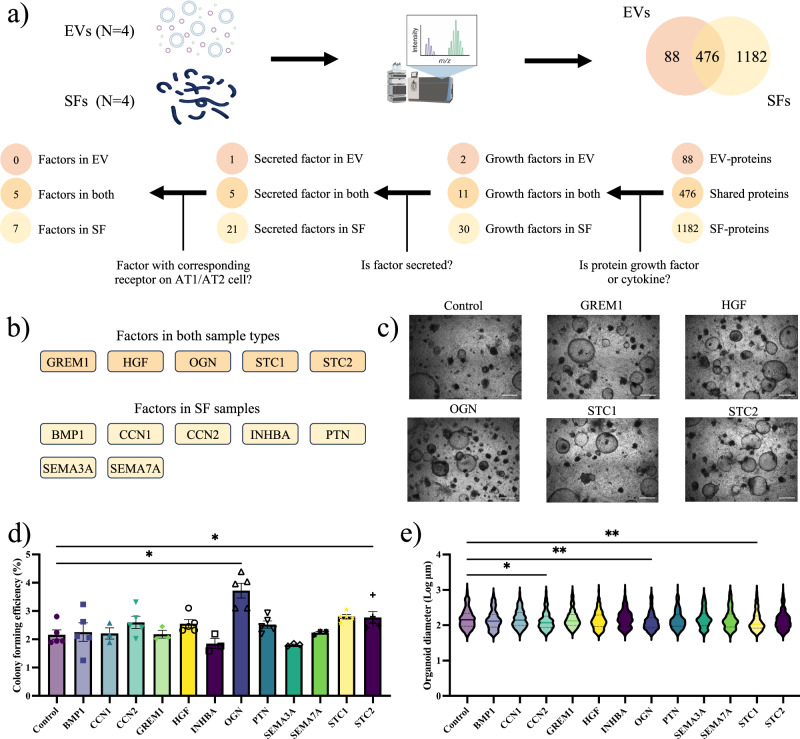
A proteomics-guided drug discovery strategy identifies osteoglycin to induce organoid formation. **a** Schematic outline of the proteomics-guided drug discovery strategy using human lung fibroblasts (MRC5). **b** Overview of included factors in the secretome of human lung fibroblasts. **c** Representative brightfield image of murine organoid cultures for proteomics-guided drug discovery strategy with factors in both EVs and SFs. **d** CFE of murine organoids in proteomics-guided drug discovery strategy (mean ± SEM, N = 3–5, paired one-way ANOVA, Dunnett test). **e** Log of murine organoid diameter in proteomics-guided drug discovery strategy (median, N = 3–5, Kolmogorov–Smirnov test, Bonferroni correction: α = 0.004). Statistically significant comparisons: *p < 0.05, **p < 0.01.

For subsequent analysis, we focused on 564 EV-proteins and 1658 SF-proteins that were consistently present in all four replicates (Fig. 2a). Notably, 476 of these proteins were found in both the EVs and SFs (Fig. 2a, Supplementary Data 2). Since growth factors and cytokines are known to affect epithelial progenitor cell behavior strongly, we analyzed the number of growth factors and cytokines using the Gene Set Enrichment Analysis tool (www.gsea-msigdb.org) (Fig. 2a). We identified a total of 43 growth factors, of which two factors were exclusively present in EVs, 30 factors in SFs, and 11 factors in both (Fig. 2a). Since our focus was on paracrine interactions, we narrowed down the number of candidates based on predictions for secretion of the factors using Signal IP (https://services.healthtech.dtu.dk/services/SignalP-6.0/) and Phobius (https://phobius.sbc.su.se/), resulting in a total of 32 secreted factors (Fig. 2a, Supplementary Data 3). Lastly, we investigated whether the secreted factor interacts with a receptor expressed in the target recipient cells (AT1 and AT2 cells) (Fig. 2a). In total, we identified twelve factors for evaluation in lung organoids: seven factors within the SF-protein group and five factors present in both sample types (Fig. 2a, b, Supplementary Data 3).

Using murine lung organoid cultures, we assessed the efficacy of these factors in inducing organoid formation (Fig. 2c, d). All information about the recombinant factors used in this study is provided in Supplementary Data 4. Stanniocalcin (STC)-2 increased organoid numbers without affecting size, while bone morphogenetic (BMP)1, hepatocyte growth factor (HGF), pleiotrophin (PTN), and STC1 tended to increase CFE. CCN2 and STC1 significantly reduced organoid size (Fig. 2e). Notably, osteoglycin (OGN) emerged as the most promising factor identified in the secretome of lung fibroblasts, inducing additional organoid formation by approximately 75% compared to controls (Fig. 2c, d). Interestingly, OGN was present in both EVs and SFs (Fig. 2b). Given our previous observations of the supportive effects of both EVs and SFs on alveolar organoid formation (Fig. 1), we decided to further explore the potential of OGN as a therapeutic candidate for lung repair.

### Osteoglycin expression is reduced in response to cigarette smoke

To assess cell type-specific expression of OGN in the lungs, we performed single-cell RNA sequencing (scRNA-Seq) analysis of naive murine lung tissue, which showed predominant OGN expression in fibroblasts and, to a lesser extent, in mesothelial cells (Fig. 3a). Confirming these results in human lung tissue, analysis of a public scRNA-Seq dataset (https://lungmap.nl/) showed that 59.06% of alveolar fibroblasts (type 2) express OGN (Fig. 3b, Fig. S3a). Furthermore, OGN gene expression was observed in both MRC5 cells and in primary human lung fibroblasts (Fig. S3b). These data suggest alveolar fibroblasts as the primary endogenous source of OGN in the lungs. In human lung tissue from never-smoker controls, OGN staining was most pronounced around larger arteries, interlobular septa, and pleura, correlating with areas rich in high collagen. (Fig. 3c, Fig. S4a). This suggests that fibroblasts, known to secrete important components of the extracellular matrix, such as collagens, are a likely endogenous source for OGN.

**Fig. 3:**
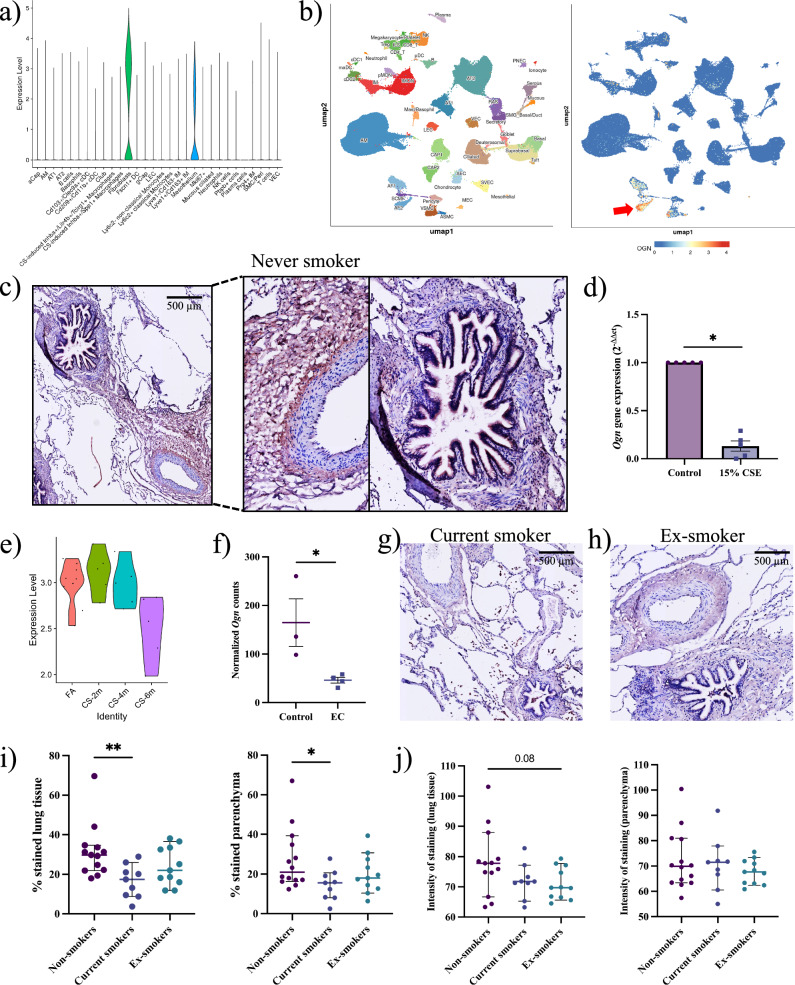
Cigarette smoke reduces fibroblast-derived osteoglycin expression in the lungs. **a** ScRNA-Seq analysis of *Ogn* expression by cell type in murine lungs. **b** ScRNA-Seq analysis showing cell type specificity of *OGN* in the human lung, with red arrow indicating OGN in alveolar fibroblasts. **c** Image of OGN staining in lung tissue of never-smoker (scale = 500 µm), with close-up showing an artery and an airway. **d** *Ogn* gene expression in PCLS treated with 15% CSE (mean ± SEM, N = 5, paired t-test on log-transformed ΔCt values). **e** Pseudobulk ScRNA-Seq of *Ogn* in fibroblasts from lung tissue of mice exposed to two, four, and six months of CS compared to filtered air (FA). **f** Normalized counts from DESeq2 analysis of *Ogn* in fibroblasts upon treatment with a COPD-related exacerbation cocktail (mean ± SEM, N = 3-4). **g**, **h** OGN staining images in lung tissue of current smoker and ex-smoker donor (scale = 500 µm). **i** Percentage (%) of positively stained area for OGN in whole lung tissue and parenchyma in never, current, and ex-smokers. **j** Intensity of positive staining for OGN in whole lung tissue and parenchyma of never, current, and ex-smokers. Statistically significant comparisons: *p < 0.05, **p < 0.01.

We then investigated the impact of CS on *Ogn* expression by exposing murine PCLS to 15% CSE for 24 h and analyzed *Ogn* expression. CSE treatment significantly reduced *Ogn* expression in PCLS (Fig. 3d). Additionally, in vivo mice exposed to CS for two, four, and six months^26^ showed progressively diminished *Ogn* expression in lung tissue, as revealed by scRNA-Seq analysis (Fig. 3e). Furthermore, *Ogn* was significantly downregulated in murine fibroblasts from resorted organoids treated for 72 h with an exacerbation cocktail (EC) containing COPD-related cytokines (300 pg/mL IL-1β, 300 pg/mL IL-6, 20 ng/mL keratinocyte chemoattractant, and 200 pg/mL TNFα) (Fig. 3f)^24^.

To study the impact of smoking on OGN expression, we compared OGN protein expression in lung tissue of never, current, and ex-smokers (Fig. 3g, h, Supplementary Data 5A). OGN was more abundant in never-smoker lung tissue compared to current and ex-smoker tissue (Fig. 3g, h). Image analysis showed a lower percentage area of OGN-positive staining in current smokers compared to never smokers (Fig. 3i). Interestingly, OGN expression in ex-smokers was not different from current smokers or never smokers, with mean expression values intermediate between these groups, implying a persistent impact of cigarette smoke on OGN expression (Fig. 3i). OGN staining intensity showed no significant differences between never, current, and ex-smokers (Fig. 3j). Next, we assessed whether OGN expression changed in patients with moderate-severe COPD (II/III) or severe-early onset (SEO-)COPD compared to ex-smoker control lung tissue (Fig. S4b, c). In Supplementary Data 5B, the clinical parameters of donors included in this analysis are summarized. In patients with COPD II/III, no significant differences were observed in the percentage area and the average intensity of the OGN staining in both whole lung and parenchyma (Fig. S4d, e). Interestingly, we did observe a tendency for a lower percentage area of OGN staining and higher average staining intensity in the parenchyma of SEO-COPD compared to the control (p = 0.09), which could potentially be explained by strong staining in a specific cell type or region, or active repair responses in surviving cells (Fig. S4f, g). This suggests that while the overall area of OGN-positive tissue may be reduced, the remaining cells within these regions exhibit stronger OGN expression, potentially reflecting an active repair response in surviving cells^27^. Taken together, these data suggest that OGN expression is mainly affected by current smoking.

### Osteoglycin promotes alveolar epithelial growth

OGN, also known as mimecan, is an endogenous small leucine-rich proteoglycan (SLRP) with diverse roles in human biology, including tissue development and fibrosis regulation^28^. We investigated the effects of OGN on alveolar epithelial progenitor cell activation using murine lung organoids. Human recombinant OGN protein provided concentration-dependent growth for lung organoids (Fig. 4a, b) without altering organoid size (Fig. 4c). Interestingly, the proportion of SPC^+^ or ACT^+^ organoids remained unchanged after treatment with OGN (Fig. 4d and Fig. S5a).

**Fig. 4:**
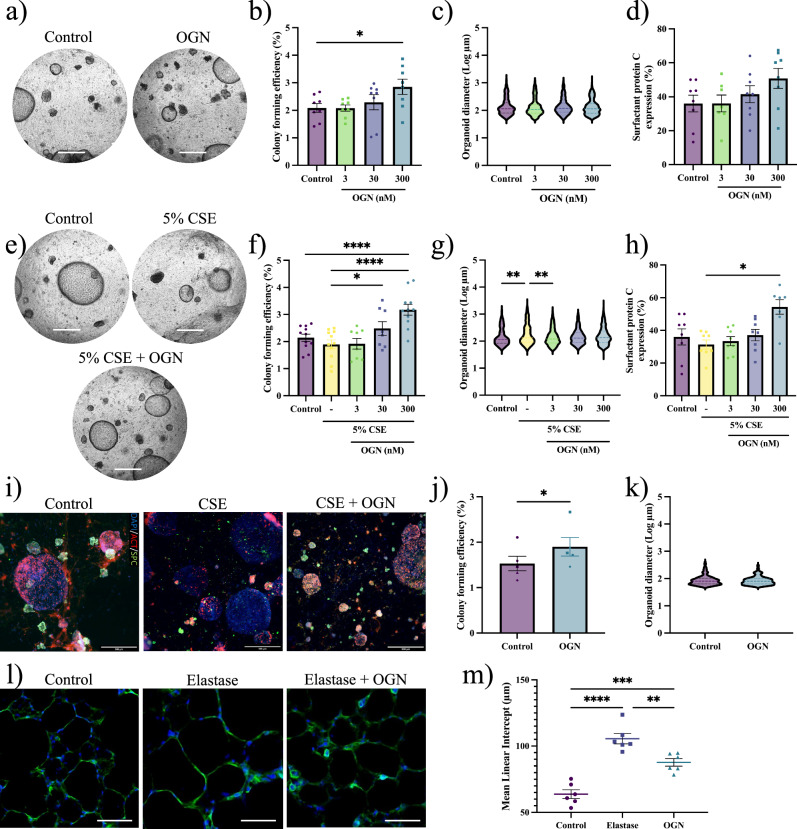
Osteoglycin supports alveolar organoid formation. **a** Brightfield images of murine lung organoids with OGN (300 nM) (scale = 500 µm). **b** CFE of murine organoids (mean ± SEM, N = 8, paired one-way ANOVA, Dunnett test). **c** Log of murine organoid diameter (median, N = 8, Kolmogorov–Smirnov test, Bonferroni correction: α = 0.0167). **d** Immunohistochemistry for pro-surfactant protein C in murine organoids on day 14 (mean ± SEM, N = 6, paired one-way ANOVA, Dunnett test). **e** Brightfield images of CSE-exposed murine lung organoids with OGN (300 nM) (scale = 500 µm). **f** CFE of CSE-exposed murine organoids (mean ± SEM, N = 8–11, paired one-way ANOVA, Dunnett test). **g** Log of CSE-exposed murine organoid diameter (median, N = 8–11, Kolmogorov-Smirnov test, Bonferroni correction: α = 0.0125). **h** Immunohistochemistry for SPC in CSE-exposed murine organoids (mean ± SEM, N = 7–8, paired one-way ANOVA, Dunnett test). **i** Immunofluorescence images of organoids for airway-type (ACT, red), alveolar-type (SPC, green), and DAPI (blue) (scale = 500 µm). OGN is 300 nM. **j** CFE of human organoids with 300 nM OGN (mean ± SEM, N = 5, paired Student T-test). **k** Log of human organoid diameter with 300 nM OGN (median, N = 5, Kolmogorov–Smirnov test). **l** PCLS stained for F-actin (green) and DAPI (blue) (scale = 50 µm) after elastase and OGN (300 nM). **m** LMI measurements following treatments (mean ± SEM, N = 6, one-way ANOVA, Dunnett test). Significant comparisons: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

In addition, we exposed the organoid cultures to 5% CSE. OGN maintained its regenerative effects without affecting the organoid size and increased the proportion of SPC^+^ organoids in a concentration-dependent manner (Fig. 4e–i). As illustrated in Fig. S5b, CSE treatment alone increased the proportion of airway-type (ACT^+^) organoids. In contrast, additional OGN treatment increased the percentage of alveolar (SPC^+^) organoids, which resulted in a decreased percentage of airway-type (ACT^+^) organoids (Fig. 4i and Fig. S5b). In a two-way ANOVA, there was no significant interaction between OGN concentration and CSE treatment, indicating that OGN’s influence on SPC-expression was despite CSE treatment. Significantly, in a real disease model, using human COPD IV organoids, OGN treatment increased the CFE number without affecting diameter (Fig. 4j, k).

To confirm the effects of OGN on alveolar epithelial growth, we used a mouse PCLS experiment in which we induced emphysematous changes with elastase enzyme^20^. After 16 h incubation with elastase, parenchymal lung tissue damage indicative of emphysema was induced, as evidenced by a significant increase in mean linear intercept (LMI) (Fig. 4l, m). Interestingly, treatment with OGN for 40 h, of which the first 16 h were concomitant with elastase exposure, effectively prevented the induction of lung tissue injury (Fig. 4l, m). Taken together, these data demonstrate the profound potential of OGN on the human and mouse alveolar epithelium, positioning it as a promising therapeutic candidate supporting alveolar epithelial repair.

### Osteoglycin enhances epithelial ROS defense mechanisms and increases fibroblast signaling

To investigate the potential mechanism of action, we analyzed transcriptomic changes in murine lung organoids treated for 72 h with EVs, SFs, or OGN. 

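Epcam+ cells from mouse lung and CCL206 cells, a mouse lung fibroblast line whose proliferation had been inactivated, were grown together in Matrigel and received vehicle, EVs (1000000000 particles per mL), SFs (30 µg/mL) or OGN (10 µg/mL). EVs and SFs came from MRC5 human lung fibroblasts. Epcam+ cells of 4 mice were used, each in all 4 culture conditions, and both populations of each culture were sequenced after 72 h, which gave 32 libraries. The authors deposited the number of reads counted on each gene, without normalization, for 11818 genes named by symbol. Every gene in that table has at least 1 count in every library, so genes silent in 1 population are absent from all values given here. The paper's text does not name this filter. The methods name GRCm38 (patch 6) as the genome, whereas the sample labels name GRCm39. Positions are given here on GRCm38.p6 from the RefSeq annotation and play no part in any count. The Epcam+ libraries held between 3067660 and 16662822 counts with vehicle (median 4196271.5), 4317181 and 17675454 with EVs (median 10111302), 1805914 and 16299868 with SFs (median 5806925.5), and 3792377 and 13705527 with OGN (median 5571363). The CCL206 libraries held between 7148561 and 10496280 counts with vehicle (median 9579315.5), 3105312 and 7605452 with EVs (median 3887814.5), 5247496 and 5909843 with SFs (median 5723275), and 4560414 and 16103497 with OGN (median 10547571.5). Differential expression was tested within each population with edgeR's quasi-likelihood test on TMM-normalized counts of its 16 libraries, with mouse and treatment in the model. The tests covered 11716 genes in Epcam+ cells and 11689 in CCL206 fibroblasts, with Benjamini-Hochberg adjustment of p over all of them. Libraries with the same mouse number were taken as paired, because the residual profiles of treated and control libraries of 1 mouse correlated. Mean r was between 0.13 and 0.234 over the 6 comparisons. Single mice ranged from -0.0639 (mouse 3, EVs, fibroblasts) to 0.454 (mouse 1, SFs, Epcam+ cells). For different mice mean r was between -0.0781 and -0.0435, which follows from the same-mouse values because the residuals were deviations from group means. The biological coefficient of variation between mice was 0.120 in Epcam+ cells and 0.155 in CCL206 fibroblasts. Genes with an adjusted p under 0.05 are referred to as differentially expressed. Genes named for the smallest p were chosen among those of them that changed in the same direction in all 4 mice.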

During the experiment, organoids were initially formed by co-culturing epithelial cells and fibroblasts, mimicking the cellular interactions present in the lung microenvironment. Following the 72-h treatment, the organoids were dissociated, and epithelial and fibroblast populations were re-sorted to allow for cell-type-specific transcriptomic analysis using bulk RNA sequencing (Fig. 5a). The 72-h time point was selected as it represents the early stages of organoid formation, capturing the transcriptomic changes associated with the initiation of this process. 

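PC1 of the 500 most variable genes, computed on variance-stabilized counts with DESeq2, held 94.7% of the variance and PC2 1.65%. The 16 Epcam+ libraries lay between 30.8 and 36.7 on PC1, and the 16 CCL206 libraries between -43.8 and -19.4. No library of either population lay within the range of the other. Of the alternatives set before the data were examined that kept all 32 libraries, the use of all genes moved the share of PC1 most, to 76.8%. The share stayed between 94.5% and 95.1% with each mouse left out in turn.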

Principal component analysis (PCA) showed distinct transcriptional profiles for the two cell populations (Fig. 5b). Additionally, OGN-treated Epcam^+^ cells and fibroblasts were transcriptionally different from the other conditions. 

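On PC2 of all 32 libraries, OGN-treated Epcam+ cells lay at 4.94 ± 0.741 (SD, n = 4 mice), against -4.97 ± 1.21 with vehicle, -0.803 ± 0.914 with EVs and -0.0874 ± 1.33 with SFs. OGN-treated fibroblasts lay at 8.55 ± 0.983 (SD, n = 4), against -4.47 ± 0.93 with vehicle, -2.3 ± 1.62 with EVs and -0.862 ± 0.897 with SFs. All 4 OGN-treated libraries of each population had higher PC2 values than the other 12. With each population analyzed alone, PC1 held 44.7% of the variance in Epcam+ cells and 62.5% in fibroblasts, and PC2 held 19.6% and 17.1%. On these PC2 axes OGN stood apart from vehicle in Epcam+ cells (5.5 ± 0.296 and -4.2 ± 1.02) and in fibroblasts (8.37 ± 1.45 and -6.04 ± 0.991; exact permutation test, p = 0.0286 in each, the smallest p that 4 libraries against 4 allow). EVs and SFs against vehicle gave the same p on these axes in both populations. PC1 of the Epcam+ cells followed the log10 of library depth (r = 0.852). PC1 of the fibroblasts followed it less closely (r = 0.565) and placed the EV-treated libraries at -14.8 ± 13.3, with -21.7 for mouse 2 and -29.9 for mouse 4, against 4.71 ± 1.91 with vehicle.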

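The AT2 signature of Supplementary Data 6 comprises Sftpb, Sftpc, Sftpa1, Napsa, Slc34a2, Sftpd, Ctsh, Lrrk2, Hopx and Lamp3, all present in the count table. Of the fibroblast signature, Dcn, Lum, Fbln1, Col1a2, Col6a2, Col6a3, Mmp2, Fn1 and Col6a1 were present, and Adh1b was absent. In the 4 vehicle-treated cultures, Sftpb had 3918 ± 283 CPM (SD, n = 4) in the Epcam+ libraries and 470 ± 202 in the CCL206 libraries. Hopx had 42 ± 5.06 and 3.94 ± 0.73. Fn1 had 1005 ± 129 CPM in the Epcam+ libraries and 5308 ± 400 in the CCL206 libraries, Col1a2 795 ± 183 and 3534 ± 154, and Dcn 111 ± 26.1 and 562 ± 33.8. The median AT2 gene in the CCL206 libraries had 22.7% ± 8.26 of its value in the Epcam+ libraries of the same cultures. The median fibroblast gene in the Epcam+ libraries had 21.5% ± 4.34 of its value in the CCL206 libraries, and Epcam itself had 3.97% ± 1.14 of its Epcam+ value in the CCL206 libraries. These shares hold any expression of the genes in the other cell type as well as carried-over cells or RNA, and the counts do not separate the parts.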

To confirm cell purity, we compared the proportion of AT2 cells and fibroblasts in all untreated samples based on a cell marker gene signature Supplementary Data 6). 

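Averaged over its 10 genes, the AT2 signature had a log2 CPM of 9.09 ± 0.16 (SD, n = 4 mice) in vehicle-treated Epcam+ libraries and 7.01 ± 0.51 in CCL206 libraries, a difference of 2.08 (range 1.28 to 2.89) with the same sign in 4 of 4 mice. The averaged fibroblast signature was 6.91 ± 0.14 in Epcam+ libraries and 8.52 ± 0.05 in CCL206 libraries, a difference of -1.61 (range -1.68 to -1.43). For each signature the exact permutation test gave p = 0.0286, while the exact sign-flip test over 4 mice cannot reach 0.05. By limma's camera, which compares a list with all other genes, adjusted p was 0.000104 for the AT2 signature and 2.0e-08 for the fibroblast signature. The call held under fry for both (adjusted p = 0.00362 and 0.000335), and under an inter-gene correlation estimated from the data for neither (adjusted p = 0.259 and 0.132), the alternative that moved both most. Of the AT2 genes, 9 of 10 were higher in Epcam+ cells, the exception being Lrrk2 with a log2 fold change of -0.14. Of the fibroblast genes, 8 of 9 were lower in Epcam+ cells, the exception being Fbln1 with a log2 fold change of 3.21.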

The gene signature for AT2 cells was significantly higher in the epithelial cell population, while cells with a fibroblast signature were enriched in the fibroblast population (Fig. S6a).

**Fig. 5:**
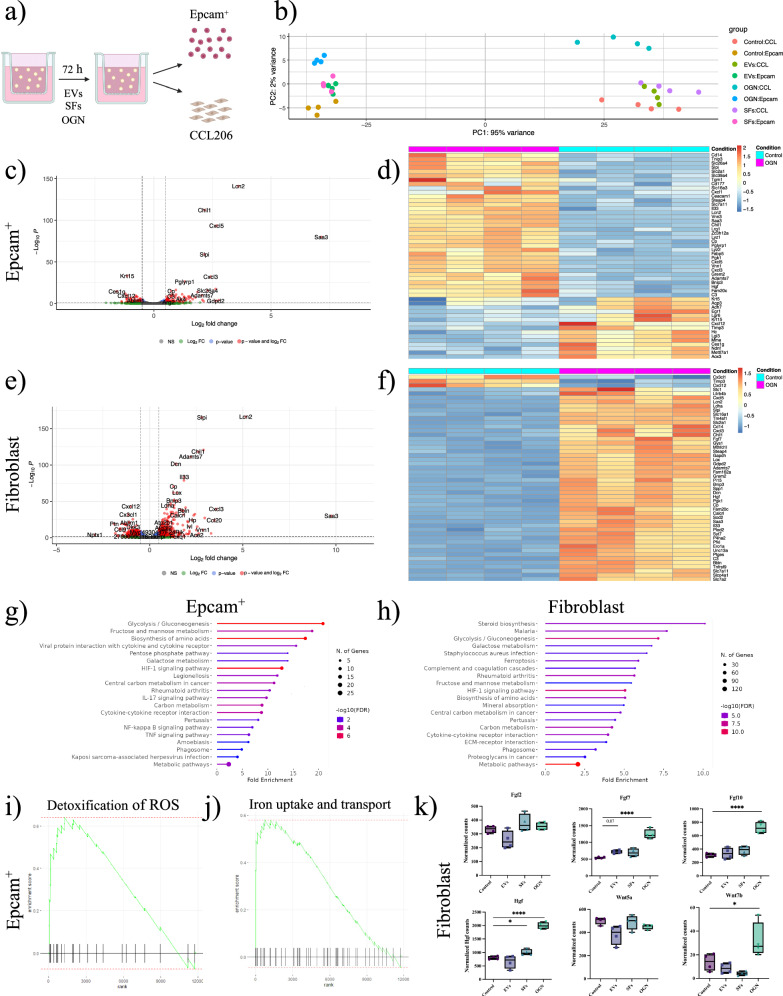
Osteoglycin enhances gene expression for epithelial cell ROS defense mechanisms and increases growth factor expression in fibroblasts. **a** Schematic of organoid RNA sequencing experimental design. **b** PCA plot of epithelial progenitor cells and fibroblasts from murine organoids treated with vehicle, EVs, SFs, or OGN for 72 h (N = 4). **c** Volcano plot illustrating the response to OGN versus control in epithelial progenitor cells (pad j< 0.05 and logFold > 1). **d** Heatmap of top 50 significant genes up- or downregulated in OGN-treated epithelial progenitor cells; shown as z-scores. **e** Volcano plot illustrating the response to OGN versus control in fibroblasts (padj < 0.05 and logFold > 1). **f** Heatmap of top 50 significant genes up- or downregulated in OGN-treated fibroblasts; shown as z-scores. **g** Top 20 upregulated pathways in epithelial progenitors from organoids treated with OGN. **h** Top 20 upregulated pathways in OGN-treated fibroblasts. **i**, **j** Reactome enrichment score for “detoxification of ROS” and “iron uptake and transport” in epithelial progenitor cells. **k** Normalized counts of Fgf2, Fgf7, Fgf10, Hgf, Wnt5a, and Wnt7b in fibroblasts with EVs, SFs, or OGN (mean ± min/max, N = 4). Statistically significant comparisons: *p < 0.05 and ****p < 0.0001.

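With EVs, 63 genes were higher and 41 lower in Epcam+ cells, and 8 of these 104 changed more than 2-fold. An unadjusted p under 0.05 was reached by 1195 genes. The smallest p among the higher genes belonged to Chil1 (log2 fold change 0.99), Lcn2 (1.64) and Cxcl5 (1.10), and among the lower genes to Aqp3 (-0.67), Krt5 (-0.70) and Adh7 (-0.76). The count depended on single mice and on the pairing: it ranged from 17 without mouse 3 to 156 without mouse 4, and was 9 without mouse in the model. In that model Aqp3 (adjusted p = 0.705), Krt5 (0.670) and Adh7 (0.0573) were not differentially expressed. The DESeq2 Wald test on the same 16 libraries moved it most upwards, to 201. In CCL206 fibroblasts, 2317 genes were higher and 1890 lower with EVs, 616 of them more than 2-fold. The smallest p belonged to Lcn2 (2.11), Hsd11b1 (1.92) and Saa3 (4.73) among the higher genes and to Irag1 (-1.71) and Clic5 (-1.59) among the lower genes reported. This count of 4207 fell to 19 without mouse 2 and to 711 without mouse 4, and was 3837 without mouse 3 and 4556 without mouse 1. It was 387 when only the 8 libraries compared were in the model. The EV-treated fibroblast libraries of mice 2 and 4 had a trend along transcript length: Spearman's rho between transcript length and the log2 deviation from the vehicle-treated libraries was -0.578 and -0.614, against -0.285 and -0.369 for mice 1 and 3. In the Epcam+ libraries of the EV-treated cultures of mice 2 and 4 it was -0.0382 and -0.0449. The 919 genes with the shortest transcripts (up to 1272 nt) deviated by a median log2 value of 0.78 in mouse 2 and 1.02 in mouse 4, and those with the longest (from 6531 nt) by -0.66 and -0.94. With each library's trend on transcript length taken out, a step chosen after these values had been seen, 2909 genes were differentially expressed, 2168 of them among the 4207. The plot of deviation against transcript length gives the trend of each fibroblast library.

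**Figure D1:**
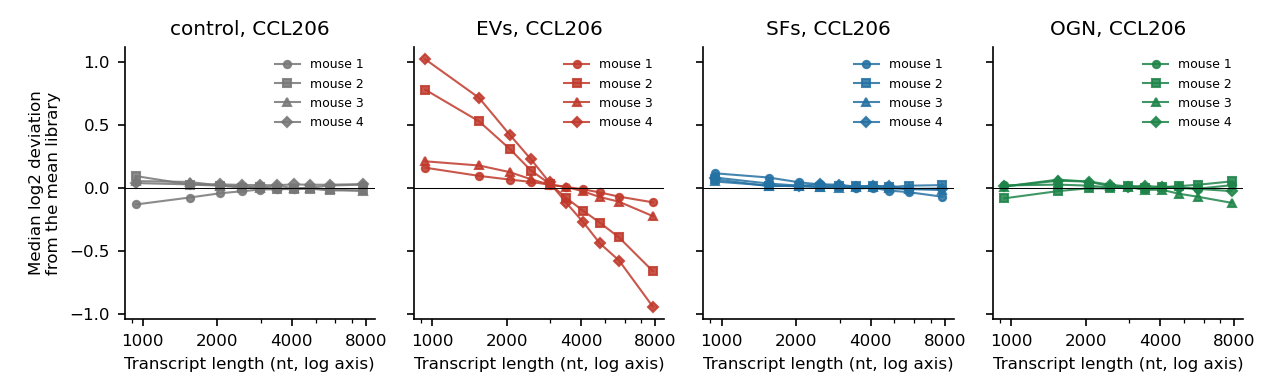
Median log2 deviation of each CCL206 library from the mean of the vehicle-treated libraries in 10 bins of transcript length, with a panel per treatment and a line per mouse (n = 4). Vehicle-treated libraries are compared with the mean of the other 3.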

Paired differential expression analysis using DESeq2 revealed that EV treatment significantly upregulated 67 genes and downregulated 44 genes in epithelial cells and upregulated 1186 genes and downregulated 983 genes in fibroblasts (Fig. S6b–e). SF-treatment had moderate effects, with 27 genes upregulated and 29 downregulated in epithelial cells and 95 genes upregulated and 47 downregulated in fibroblasts (Fig. S6f–i). 

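With SFs, 18 genes were higher and 9 lower in Epcam+ cells. Chil1 (log2 fold change 1.28), Lcn2 (1.91) and Saa3 (3.88) had the smallest p among the higher genes, and Krt15 (-0.91), Aqp3 (-0.69) and Krt5 (-0.68) among the lower. The count of 27 was 6 without mouse in the model, between 11 and 32 with 1 mouse left out (mouse 1 and mouse 4), and 58 by the DESeq2 Wald test on the 8 libraries compared. Without mouse in the model adjusted p was 0.765 for Krt15, 0.861 for Aqp3 and 0.874 for Krt5. Of the 27 genes, 19 were also differentially expressed with EVs, all in the same direction. Both comparisons share the vehicle-treated libraries, which alone favor the same direction. Over the genes with the smallest p in either, as many as were called, 98.2% had the same direction. In 30 simulations of unchanged treatments the mean share was 94.5% and the highest 97.3%. In CCL206 fibroblasts, 7 genes were higher and 0 lower, while 621 had an unadjusted p under 0.05. They included Lcn2 (2.33, adjusted p = 6.1e-07), Saa3 (5.04) and Il33 (0.78, adjusted p = 0.0048), which lost its call without mouse 1 (0.122) or mouse 3 (0.247). The count stayed between 2 (without mouse 3) and 5 (without mouse 4) with 1 mouse left out. It rose to 302 when only the 8 libraries compared were in the model, the alternative that moved it most, and to 146 by the DESeq2 Wald test on those libraries. Without the EV-treated libraries, an alternative chosen after the values had been seen, 108 genes were differentially expressed.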

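With OGN, 173 genes were higher and 143 lower in Epcam+ cells, with a median absolute log2 fold change of 0.59. Of the 316, 65 changed more than 2-fold (43 higher and 22 lower), and 305 had the same direction in all 4 mice. Chil1 rose by a log2 fold change of 2.17 (standard error 0.08, adjusted p = 2.1e-14), Saa3 by 7.06 (standard error 0.26) from at most 18 counts in any vehicle-treated library, and Lcn2 by 3.63 (standard error 0.14, adjusted p = 8.2e-14). Krt15 (-1.14, standard error 0.11, adjusted p = 4.7e-07), Ces1g (-1.54) and Timp3 (-0.76) had the smallest p among the lower genes. The count was 198 without mouse in the model, between 144 (without mouse 1) and 268 (without mouse 4) with 1 mouse left out, and 465 by the DESeq2 Wald test on 16 libraries. In CCL206 fibroblasts, 316 genes were higher and 217 lower, with a median absolute log2 fold change of 0.73, and 141 changed more than 2-fold (100 higher and 41 lower). Lcn2 rose by a log2 fold change of 5.16 (adjusted p = 1.0e-11), Saa3 by 9.19 (adjusted p = 4.7e-10) from at most 12 counts in any vehicle-treated library, and Chil1 by 2.6. Cx3cl1 (-1.14), Ak5 (-1.33) and Cxcl12 (-1.03) had the smallest p among the lower genes. The count of 533 ranged from 236 (without mouse 2) to 411 (without mouse 4) with 1 mouse left out, and was 1146 by the DESeq2 Wald test on the 8 libraries compared. It was 1770 without the EV-treated libraries, an alternative chosen after the values had been seen. Differential expression in both populations was found for 159 genes, 156 of them in the same direction. Ogn itself was lower with OGN in Epcam+ cells (-1.17, standard error 0.27, adjusted p = 0.0166) and in fibroblasts (-1.34, standard error 0.16, adjusted p = 6.4e-05). In Epcam+ cells adjusted p was above 0.05 for Ogn without mouse 1 (0.109), mouse 3 (0.0899) or mouse 4 (0.105), and for Ogn (0.0749) and Krt15 (0.0763) without mouse in the model.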

OGN treatment had more profound effects, with 79 genes downregulated, 118 genes upregulated in epithelial cells, 489 genes downregulated, and 652 upregulated in fibroblasts (Fig. 5c–f). Overall, EVs, SFs, and OGN had the most pronounced transcriptomic effect in fibroblasts compared to epithelial cells.

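Whether a treatment acted differently in the 2 populations was tested as the interaction of treatment and population over all 32 libraries, with edgeR's quasi-likelihood test on 11805 genes. The interaction had an adjusted p under 0.05 for 2815 genes with EVs, 0 genes with SFs and 65 genes with OGN. With SFs, 590 genes had an unadjusted p under 0.05, and 32 were called when only the cultures compared were in the model, with mouse. With EVs the count was 351 without mouse 2 and 261 without mouse 4. With OGN it was between 16 (without mouse 3) and 47 (without mouse 4), and 144 by DESeq2. It was 35 without mouse in the model. Of the 65 genes, 48 had the higher log2 fold change in fibroblasts and 17 in Epcam+ cells. Il33, chosen for mention after the values had been seen, had a log2 fold change with OGN that was higher by 1.27 in fibroblasts (adjusted p = 1.7e-06). Fibroblasts had 40.5 times as many differentially expressed genes as Epcam+ cells with EVs and 1.69 times as many with OGN. Without mouse 2 the numbers in fibroblasts and Epcam+ cells were 19 and 28 with EVs and 236 and 223 with OGN. With OGN the numbers in fibroblasts and Epcam+ cells were 1370 and 185 with only the 8 libraries compared, 1146 and 201 by DESeq2 on them, and 1770 and 253 without the EV-treated libraries, the last chosen after the values had been seen. With SFs the order was the reverse, 27 genes in Epcam+ cells and 7 in fibroblasts, and more genes were called in fibroblasts by edgeR or DESeq2 on only the 8 libraries compared, with all 32 libraries in 1 model for both populations and without the EV-treated libraries.

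**Figure D2:**
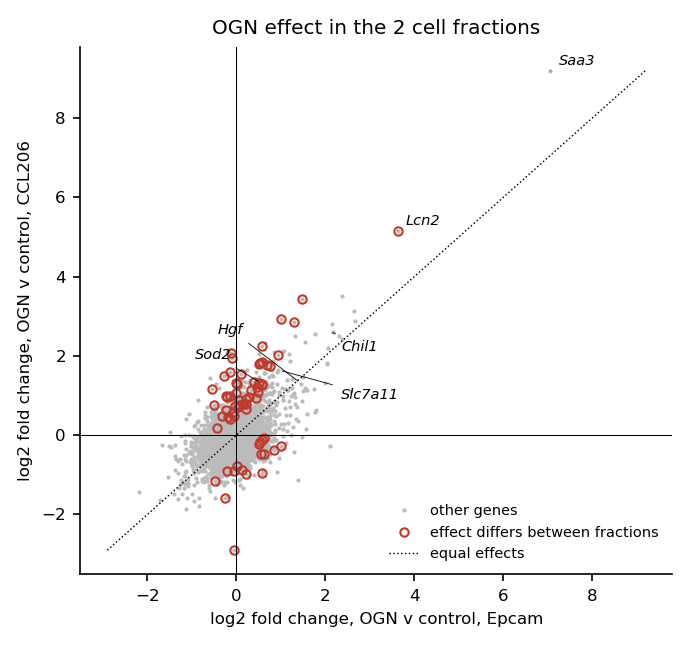
Log2 fold changes with OGN in Epcam+ cells (horizontal) and in CCL206 fibroblasts (vertical) for all tested genes in grey, with the 65 genes of the interaction ringed. The dotted line marks equal changes in both populations.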

We then performed GSEA to decipher the observed transcriptomic changes in epithelial cells. 

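Gene lists for the named processes were set from general knowledge or from Reactome, because the KEGG sets of ShinyGO were not used here. Each list was compared with all other genes by camera (preset inter-gene correlation 0.01, adjusted over 17 lists), and its call is given again where fry or an estimated correlation changed it. Response genes of NF-kB signaling (21 of 25 present, among them Lcn2, Saa3 and Cxcl5) were higher with OGN in Epcam+ cells (mean log2 fold change 1.08, 18 of 21 higher, 13 differentially expressed, adjusted p = 2.5e-65). In fibroblasts their mean log2 fold change was 1.49, with 18 of 21 higher, 11 differentially expressed and adjusted p = 2.5e-54. Interferon response genes (11 of 20 present) were lower with OGN in fibroblasts (mean log2 fold change -0.60, 10 of 11 lower, adjusted p = 0.000868, and 0.0531 with at least 10 counts in every library). In Epcam+ cells their mean was -0.24 (adjusted p = 0.146, and 0.0283 without mouse 2). NRF2 target genes were higher in fibroblasts (adjusted p = 0.00237, and 0.0769 with an estimated correlation) and not in Epcam+ cells (adjusted p = 0.143). ATF4 target genes were higher in Epcam+ cells (adjusted p = 0.000192) and not in fibroblasts (adjusted p = 0.530). The Reactome set of respiratory electron transport (64 genes) was not shifted by OGN in Epcam+ cells (adjusted p = 0.147) or in fibroblasts (adjusted p = 0.530, and 0.0305 without mouse 1). The fibroblast signature was not shifted by OGN in Epcam+ cells (mean -0.10, adjusted p = 0.143, and 0.0462 without mouse 1 or 0.0285 without mouse 3) or in fibroblasts (mean 0.01, adjusted p = 0.189). A macrophage list was left out, since 1 of its 12 genes was present.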

Using the KEGG reference database, we identified pathways overrepresented within OGN-modulated genes in Epcam^+^ cells (Fig. 5g) and fibroblasts (Fig. 5h). 

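With EVs, the 15 glycolysis genes present were all higher in Epcam+ cells (camera, adjusted p = 2.6e-08), and 14 of 15 were higher in fibroblasts (adjusted p = 5.6e-07, and 0.117 with an estimated inter-gene correlation). HIF-1 target genes were higher in Epcam+ cells (adjusted p = 8.4e-07) and in fibroblasts (adjusted p = 0.00129, and 0.150 with an estimated correlation). NF-kB response genes were higher in both (adjusted p = 5.4e-16 and 2.2e-06), in fibroblasts not with an estimated correlation (0.117). Respiratory electron transport was lower in Epcam+ cells, with 60 of 64 genes lower (adjusted p = 1.0e-12), and higher in fibroblasts, with 63 of 64 genes higher (adjusted p = 5.7e-18). In fibroblasts the latter call held under fry (adjusted p = 0.00688), and neither held with an estimated correlation (0.0613 and 0.207). Genes with short transcripts were higher in the EV-treated fibroblast libraries of mice 2 and 4. That trend along transcript length enters the list calls in fibroblasts with EVs. The fibroblast signature was higher with EVs in Epcam+ cells (adjusted p = 2.3e-11). Its median gene there had 35.3% of its CCL206 value with EVs, against 21.5% with vehicle. This share was 39.4% and 46.3% in mice 2 and 4, and 27.5% and 28% in mice 1 and 3. The trend along transcript length in the CCL206 libraries of mice 2 and 4 enters it. More fibroblast RNA in the Epcam+ libraries is not excluded. Interferon response genes were not shifted in either population (adjusted p = 0.403 and 0.995).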

We also analyzed pathways affected by EVs or SFs (Fig. S7a–c) or OGN (Fig. S7d). OGN treatment upregulated pathways related to Glycolysis/Gluconeogenesis, Biosynthesis of amino acids, HIF-1 signaling, Carbon metabolism, and Metabolic pathways in both cell populations. 

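Of the 15 glycolysis genes present, all were higher with OGN in both populations. In Epcam+ cells 9 were differentially expressed and their mean log2 fold change was 0.34 (camera, adjusted p = 1.4e-18). In fibroblasts 14 were, with a mean of 0.66 (adjusted p = 1.2e-29). Exact permutation of the mean of these genes over the 8 libraries gave p = 0.0286 in Epcam+ cells. HIF-1 target genes (19 of 20 present) had a mean of 0.31 in Epcam+ cells, with 16 of 19 higher and 7 differentially expressed (adjusted p = 1.9e-12). In fibroblasts their mean was 0.59, with 11 differentially expressed (adjusted p = 1.2e-24). The Reactome sets of glycolysis (21 genes tested) and gluconeogenesis (24 genes tested) were higher in Epcam+ cells (adjusted p = 2.4e-12 and 4.0e-07) and in fibroblasts (adjusted p = 1.5e-17 and 6.2e-10). These calls held under fry and with an inter-gene correlation estimated from the data, which moved them most (adjusted p = 0.00205 for the glycolysis list in Epcam+ cells). Since KEGG's biosynthesis of amino acids contains glycolysis enzymes, the enzymes of amino acid synthesis outside glycolysis were tested as their own list (19 of 20 present). In Epcam+ cells their mean was 0.12 with 14 of 19 higher (adjusted p = 0.016). This call was lost with an estimated correlation (adjusted p = 0.0831) and without mouse 3 (0.0555) or mouse 4 (0.085). In fibroblasts their mean was 0.04 (adjusted p = 0.601). The Reactome set of amino acid synthesis (16 genes) was not shifted in either population (adjusted p = 0.516 and 0.589).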

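The Reactome set Detoxification of reactive oxygen species had 23 of its 27 genes tested in OGN-treated Epcam+ cells. Of these, 16 were higher, with a mean log2 fold change of 0.12 (camera, adjusted p = 0.00786), an enrichment score of 0.566 and a normalized score of 1.69 (fgsea, adjusted p = 0.0347). Sod2 (0.57), Ero1a (0.64) and Prdx5 (0.31) were differentially expressed upwards and Cat (-0.35) downwards. The mean was higher in 4 of 4 mice (exact permutation test, p = 0.171), and the call was lost under fry (adjusted p = 0.0793) and with an estimated inter-gene correlation (adjusted p = 0.267). The set Iron uptake and transport had 35 of its 44 genes tested, 23 of them higher, with a mean of 0.14 (camera, adjusted p = 0.00022) and an enrichment score of 0.640 (fgsea, adjusted p = 0.00099). Lcn2 (3.63), Cp (0.74), Slc11a2 (0.40) and Trf (0.52) were differentially expressed upwards and Slc40a1 (-1.14) downwards. The call held under fry and with an estimated correlation (adjusted p = 0.00404), and was lost without Lcn2 (adjusted p = 0.115). The exact permutation test on the mean of the set gave p = 0.229. In fibroblasts both sets were higher with OGN (camera, adjusted p = 0.000188 for reactive oxygen species and 3.8e-08 for iron), the former not under fry (0.0716) or with an estimated correlation (0.322). The plot of the members of both sets gives each gene's change.

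**Figure D3:**
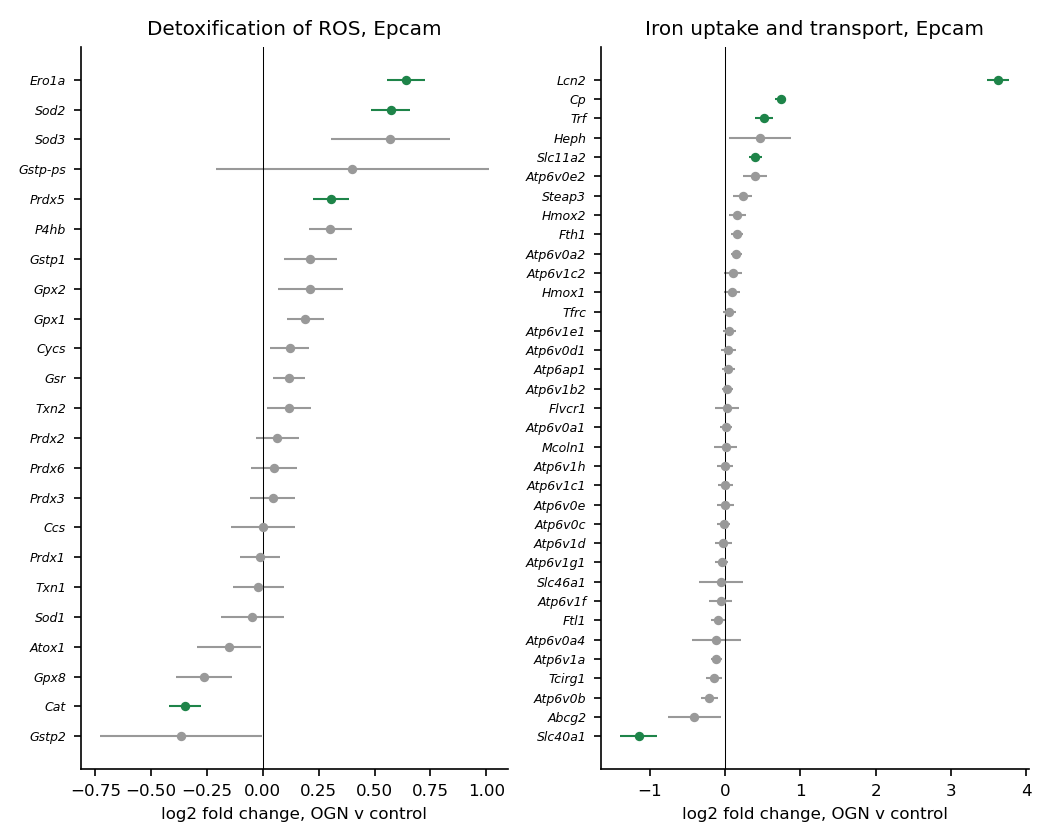
Log2 fold change with OGN in Epcam+ cells of each tested gene of the Reactome sets Detoxification of reactive oxygen species and Iron uptake and transport. Bars are standard errors (n = 4 mice), and green marks an adjusted p under 0.05.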

Reactome analysis showed increased expression of protective pathways, including *Detoxification of reactive oxygen species* and *Iron uptake and transport* in OGN-treated epithelial cells (Fig. 5i, j). Furthermore, OGN treatment enhanced the expression of antiporter subunits *Slc3a2* and *Slc7a11*, facilitating cystine uptake for glutathione synthesis, acting as a co-factor for glutathione peroxidase (Fig. S8a, b). Additionally, OGN increased the expression of superoxide dismutase 2 (*Sod2*), clearing mitochondrial reactive oxygen species (Fig. S8c), while the expression of senescence marker p21 (Cdkn1a) tended to decrease (Fig. S8d). 

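Slc3a2 (chromosome 19, 8706882 to 8723369) had 1225 ± 94.1 TMM-normalized counts (SD, n = 4 mice) in vehicle-treated Epcam+ cells and 1602 ± 203 in OGN-treated cells. Its log2 fold change was 0.38 (standard error 0.07, adjusted p = 0.0028), higher in 4 of 4 mice and between 0.32 and 0.44 with 1 mouse left out. Adjusted p ranged from 1.2e-05 to 0.0496 over its alternatives. Slc7a11 (chromosome 3, 50364936 to 50499087) had 827 ± 99.1 counts with vehicle and 1583 ± 99.5 with OGN, a log2 fold change of 0.94 (standard error 0.08, adjusted p = 6.9e-08, range 5.0e-28 to 2.3e-05). The change lay between 0.91 and 0.99 with 1 mouse left out. Of the 10 genes that the results text names in epithelial cells, 5 were differentially expressed with OGN, over all genes and when adjusted over the list alone. The paper named these genes from the same samples, so their rank here is not independent evidence.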

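Sod2 (chromosome 17, 13007839 to 13018119) had 631 ± 67.9 normalized counts (SD, n = 4 mice) with vehicle and 941 ± 80.6 with OGN in Epcam+ cells, with a standard error of 0.09 on its log2 fold change and an adjusted p of 0.0003 (range over alternatives 1.1e-07 to 0.017). The change was between 0.53 and 0.63 with 1 mouse left out. Cdkn1a (chromosome 17, 29090979 to 29100722) had 1759 ± 191 counts with vehicle and 1390 ± 143 with OGN. Its log2 fold change was -0.33 (standard error 0.09, adjusted p = 0.038), and it was lower in 3 of 4 mice. Adjusted p ranged from 0.0103 to 0.251 over the alternatives. It was above 0.05 without mouse in the model (0.072), with only the 8 libraries compared in edgeR (0.131), and without mouse 1 (0.215), mouse 2 (0.189) or mouse 4 (0.251). In alternatives chosen after the values had been seen it was 0.106 by DESeq2 on those 8 libraries and 0.0801 without the EV-treated libraries.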

Analysis of AT1 and AT2 markers revealed that the AT1 markers *Emp2*, *Lmo7*, and *Gprc5a* remained unchanged after treatment with EVs, SFs or OGN, and also a composite AT1 gene signature based on the top 10 AT1 marker genes^29^ was unaffected (Fig. S9a). 

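In Epcam+ cells, Emp2 (chromosome 16, 10281749 to 10313968) had 2864 ± 212 normalized counts (SD, n = 4 mice) with vehicle, 2692 ± 322 with EVs, 2738 ± 355 with SFs and 2775 ± 224 with OGN. Lmo7 (chromosome 14, 101729928 to 101934708) had 4352 ± 165, 4299 ± 456, 4277 ± 328 and 4121 ± 452. Gprc5a (chromosome 6, 135065662 to 135084709) had 3729 ± 365, 3568 ± 161, 3647 ± 385 and 3611 ± 261. With OGN their log2 fold changes were -0.05, -0.09 and -0.04 (adjusted p = 0.856, 0.660 and 0.870). The paper's text does not name the other genes of its AT1 signature, so these 3 genes were joined by Ager, Pdpn, Aqp5, Clic5, Akap5 and Cav1 from general knowledge (Rtkn2 was absent from the table). With OGN, 8 of these 9 genes were lower, with a mean of -0.19, and Cav1 (-0.67) and Ager (-0.52) were differentially expressed (camera, adjusted p = 0.00038). This call held under fry (adjusted p = 0.00024) and with an estimated inter-gene correlation (adjusted p = 0.0111). The averaged score of the list fell in 4 of 4 mice, from 0.376 ± 0.401 to -0.336 ± 0.558 (exact permutation test, p = 0.114).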

AT2 markers showed a disparate pattern with some (*Sftpb* and *Sftpc*) being unchanged and others (*Sftpa1*) being increased following OGN (but not EVs or SFs) exposure (Fig. S9b). 

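Sftpb (chromosome 6, 72304610 to 72314373) had 25321 ± 1894 normalized counts (SD, n = 4 mice) with vehicle, 24344 ± 2410 with EVs, 25527 ± 2292 with SFs and 25374 ± 4220 with OGN in Epcam+ cells, with adjusted p = 0.989 for OGN. Sftpc (chromosome 14, 70520941 to 70524081) had 28335 ± 17090 with vehicle, 26763 ± 3797 with EVs, 33266 ± 3950 with SFs and 24547 ± 1923 with OGN. The spread with vehicle came from the library of mouse 1, at 4310 counts. The log2 fold change of Sftpc with OGN was -0.11 (standard error 0.34, adjusted p = 0.933), and without mouse 1 it was -0.57 (adjusted p = 0.00217). Sftpa1 (chromosome 14, 41131788 to 41136373) had 8349 ± 797 with vehicle, 7463 ± 348 with EVs, 9611 ± 1123 with SFs and 11243 ± 1592 with OGN. Its log2 fold change with OGN was 0.42 (standard error 0.09, adjusted p = 0.005), between 0.33 and 0.52 with 1 mouse left out. Adjusted p ranged from 2.9e-05 to 0.0962 over the alternatives, the highest without mouse 2. With EVs the change of Sftpa1 was -0.16 (adjusted p = 0.568) and with SFs 0.20 (adjusted p = 0.578).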

The AT2 signature based on the top 10 AT2 marker genes^29^ was unaffected by OGN (Fig. S9b).

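With OGN, 5 of the 10 AT2 signature genes were higher and 5 lower in Epcam+ cells, with a mean log2 fold change of 0.04 (camera, adjusted p = 0.167; exact permutation test on the mean, p = 0.486). Sftpa1 and Sftpd (0.45) were differentially expressed upwards and Hopx (-0.64) downwards. The plot of the members of the AT1 and AT2 lists gives each gene's change.

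**Figure D4:**
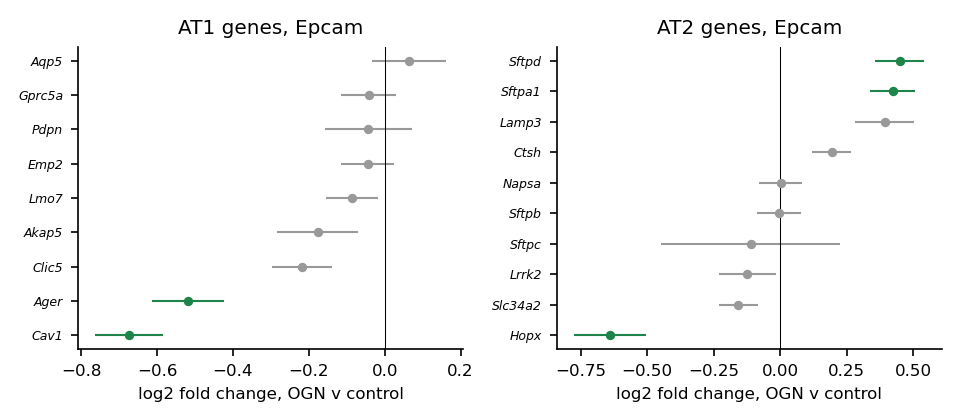
Log2 fold change with OGN in Epcam+ cells of each tested gene of the AT1 list and the AT2 signature. Bars are standard errors (n = 4 mice), and green marks an adjusted p under 0.05.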

As the transcriptomic changes were most pronounced in fibroblasts, we focused on their expression of growth factors known to be essential mitogens for AT2 cells, including fibroblast growth factor (FGF)2, FGF7, FGF10, HGF, and WNT ligands. We focused on their expression in fibroblasts treated with EVs, SFs, and OGN. 

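In CCL206 fibroblasts, Fgf7 (chromosome 2, 126034658 to 126091185) had 551 ± 27.4 normalized counts (SD, n = 4 mice) with vehicle, 726 ± 55.4 with EVs, 703 ± 122 with SFs and 1244 ± 146 with OGN. Its log2 fold change with OGN was 1.17 (standard error 0.10, adjusted p = 4.5e-06), between 1.11 and 1.24 with 1 mouse left out and with adjusted p from 9.5e-33 to 2.5e-04 over the alternatives. With EVs it was 0.39 (standard error 0.11, adjusted p = 0.0127, range 0.00274 to 0.0886). The EV call was lost without mouse 2 (0.069), mouse 3 (0.054) or mouse 4 (0.069), and with only the 8 libraries compared in edgeR (0.0728) or, chosen after the values had been seen, in DESeq2 (0.0886). With SFs it was 0.34 (adjusted p = 0.629, 0.0164 adjusted over the list alone, and 0.0252 with only the 8 libraries compared). Fgf10 (chromosome 13, 118714699 to 118792573) had 315.5 ± 28.6 counts with vehicle, 339 ± 84.5 with EVs, 387 ± 68.3 with SFs and 719 ± 86.7 with OGN. Its log2 fold change was 1.2 with OGN (standard error 0.16, adjusted p = 0.000167, range 1.1e-20 to 0.0098), 0.10 with EVs (adjusted p = 0.643) and 0.29 with SFs (adjusted p = 0.987). Fgf2 had 336 ± 27.3 counts with vehicle, 258 ± 65.3 with EVs, 382 ± 65.3 with SFs and 355 ± 29.6 with OGN, and was not differentially expressed (adjusted p = 0.0687 with EVs and 0.864 with OGN). Without mouse 1 adjusted p of Fgf2 with EVs was 0.0281. Over all alternatives it ranged from 0.0231 to 0.287, and the log2 fold change of Fgf2 with EVs from -0.728 to -0.276. Of the 6 growth factor genes named in fibroblasts, 2 were differentially expressed with EVs, 0 with SFs and 3 with OGN. Adjusted over the list alone, 2, 2 and 4 were.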

OGN notably increased *Fgf7* and *Fgf10* expression in fibroblasts, with a trend towards upregulation with EV treatment (Fig. 5k). 

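Hgf (chromosome 5, 16553495 to 16619439) had 813 ± 64 normalized counts (SD, n = 4 mice) in vehicle-treated CCL206 fibroblasts, 667 ± 249 with EVs, 1019 ± 113 with SFs and 1997 ± 127 with OGN. With OGN its log2 fold change was 1.30 (standard error 0.19, adjusted p = 0.000485, range over alternatives 4.6e-52 to 0.0242), between 1.26 and 1.35 with 1 mouse left out. With SFs it was 0.32 (standard error 0.19, adjusted p = 1.00, and 0.169 adjusted over the list alone), higher in 4 of 4 mice. The change with SFs had an adjusted p under 0.05 when only the 8 libraries compared were in the model, in edgeR (0.00382). In alternatives chosen after the values had been seen it also had one in DESeq2 on those 8 libraries (0.0134) and without the EV-treated libraries (0.0323). With EVs it was -0.31 (adjusted p = 0.226), higher in 2 mice and lower in 2.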

*Hgf* expression significantly increased with SFs and OGN treatment. 

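Wnt7b (chromosome 15, 85535437 to 85581821) was among the less abundant genes of the fibroblast libraries, with 6 to 30 raw counts with vehicle and 17 to 130 with OGN. Its normalized counts were 13.9 ± 7.34 (SD, n = 4 mice) with vehicle, 8.63 ± 4.33 with EVs, 4.19 ± 1.72 with SFs and 32 ± 14.8 with OGN. The log2 fold change with OGN was 1.21 (standard error 0.38, adjusted p = 0.090, and 0.00844 adjusted over the list alone), with a higher CPM in 4 of 4 mice. Adjusted p ranged from 0.0230 to 0.404 over the alternatives. It was under 0.05 with only the 8 libraries compared in edgeR (0.0392) and, in alternatives chosen after the values had been seen, in DESeq2 on those libraries (0.0309) and without the EV-treated libraries (0.0230). Wnt5a (chromosome 14, 28504543 to 28527448) had 508 ± 30.4 counts with vehicle, 384 ± 84.5 with EVs, 495 ± 64.3 with SFs and 449 ± 20.4 with OGN. Its change with OGN was -0.18 (standard error 0.14, adjusted p = 0.615, range 0.138 to 0.854). With EVs it was -0.40 (adjusted p = 0.0395), which became -0.01 (adjusted p = 0.934) with the trend on transcript length taken out. This call was also lost without mouse 2 (0.199) or mouse 4 (0.239) and with only the 8 libraries compared (0.117).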

OGN treatment also increased *Wnt7b* expression and showed a tendency towards decreased *Wnt5a* expression (Fig. 5k). Together, these findings suggest enhanced epithelial-fibroblast crosstalk mediated by growth factors upon OGN treatment, potentially contributing to the increased organoid formation.

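From the rise of Fgf7, Fgf10, Hgf and Wnt7b, the paper proposes that OGN enhances crosstalk between fibroblasts and epithelial cells through growth factors. The counts give the mRNA of both populations at 72 h, and no protein was measured in them. Wnt7b in the CCL206 libraries had 2.15% of its value in the Epcam+ libraries with vehicle and 4.73% with OGN, below the share that the median AT2 gene reached there, so epithelial RNA in the fibroblast libraries is a possible source of its reads. Fgf7, Fgf10 and Hgf had higher CPM in the fibroblast library than in the Epcam+ library of each OGN-treated culture.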

### An active fragment of osteoglycin supports alveolar epithelial regeneration

The protein structure of OGN consists of seven leucine-rich repeats (LRRs). LRRs four to seven contain positively charged residues and are part of the C-terminal chain, forming a tail-like structure composed of amino acids 180 to 298^28^. The specific structure and charge in this protein fragment suggest a role in biological activity or its signaling (Fig. 6a)^28^. Hence, we tested the effects of this OGN fragment on alveolar epithelial progenitor behavior. Similar to full-length OGN, the fragment, which was obtained commercially, increased the CFE of murine organoids in a concentration-dependent manner while organoid size remained unaltered (Fig. S10a and Fig. 6b, c). Higher concentrations of fragment tended to increase the proportion of alveolar (SPC^+^) organoids (Fig. S10b, c) and reduced double positive (SPC^+^/ACT^+^) organoids (Fig. S10c). In the presence of 5% CSE, the fragment increased the CFE and organoid diameter (Fig. 6d, e); however, no significant interaction between OGN fragment concentration and CSE treatment was observed, indicating that the effects of the fragment are irrespective of CSE exposure. Additionally, the fragment significantly increased the proportion of alveolar (SPC^+^) organoids (Fig. S10d) and reduced the proportion of ACT^+^ and double-positive organoids (Fig. S10d), which was irrespective of CSE treatment. Our next aim was to validate the effect of OGN and its active fragment on the growth of AT2 cells within the organoid model. To achieve this, we enriched the initial cell population for AT2 cells by selecting for major histocompatibility complex class II (MHCII^+^) cells and then compared the CFE of the MHCII^+^ cells to the broader Epcam^+^ population (Fig. S11a)^24^. Treatment with OGN or its active fragment resulted in a significant increase in the number of organoids formed in the MHCII^+^ population, while a trend towards increased organoid formation was observed in the Epcam^+^ cell population (p = 0.07) (Fig. S11b). Notably, in MHCII^+^ cultures, treatment with the OGN fragment led to a significant increase in the formation of larger-diameter organoids (Fig. S11c). Additionally, in human organoid cultures derived from COPD IV donors, the CFE of organoids was significantly increased upon treatment with OGN fragment (Fig. 6f). In summary, these results indicate that a smaller active fragment of OGN is sufficient to support alveolar epithelial progenitor behavior.

**Fig. 6:**
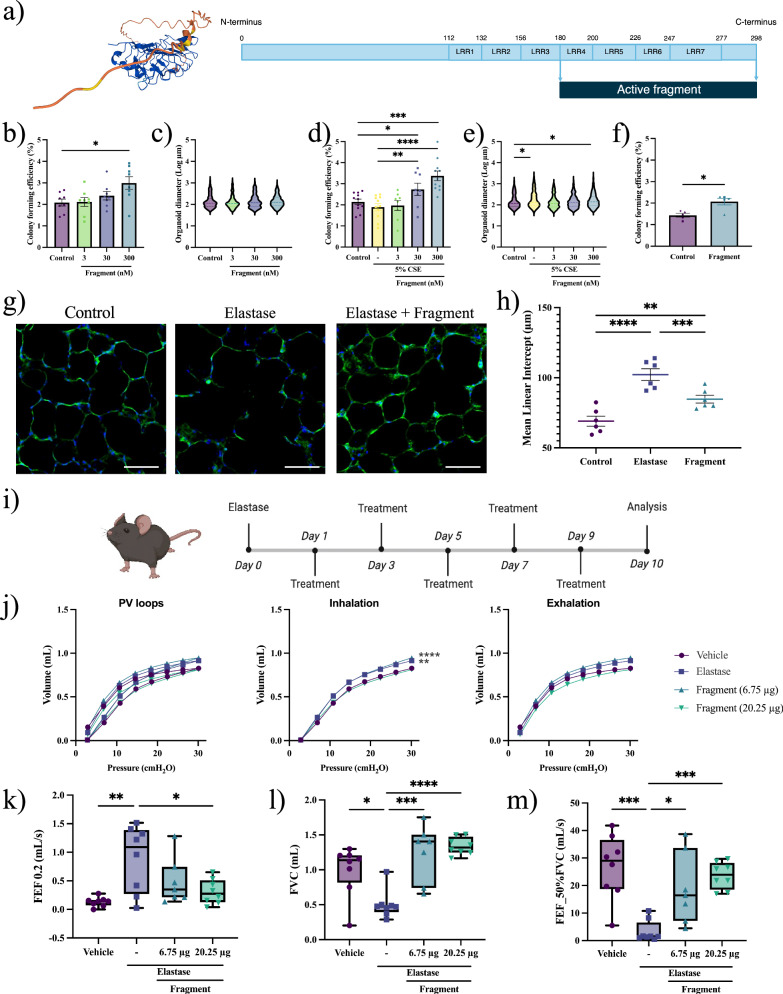
An active fragment of osteoglycin induces alveolar epithelial growth and improves lung function. **a** Predicted alpha-fold structure of osteoglycin, showing the full-length protein comprising seven LRRs and an active fragment (LRR4 - LRR7). **b** CFE of murine organoids treated with OGN fragment (mean ± SEM, N = 8, paired one-way ANOVA, Dunnett test). **c** Log of murine organoid diameter (median, N = 8, Kolmogorov-Smirnov test, Bonferroni correction: α = 0.0167). **d** CFE of CSE-exposed murine organoids (mean ± SEM, N = 8–11, paired one-way ANOVA, Dunnett test). **e** Log of CSE-exposed murine organoid diameter (median, N = 8–11, Kolmogorov-Smirnov test, Bonferroni correction: α = 0.0125). **f** CFE of human organoids (mean ± SEM, N = 5, paired Student T-test). **g** PCLS stained for F-actin filaments (green) and Dapi (blue) (scale = 50 µm) after treatment with vehicle control, elastase, or elastase + fragment (300 nM). **h** Mean linear intercept measurements following treatments (µm, mean ± SEM, N = 6, paired one-way ANOVA, Dunnett test). **i** Schematic of in vivo murine elastase-induced lung injury model. **j** Pressure-volume loops for lung distensibility (N = 7–8, two-way ANOVA, Dunnett test). **k**–**m** Lung function parameters: FEF 0.2, FVC, and FEF_50%FVC measured with FlexiVent (median ± min/max data point, N = 7–8, one-way ANOVA, Dunnett test). Controls are identical to Fig. 4. Statistically significant comparisons: *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001.

We then investigated the effect of OGN fragment on differentiated epithelial cells across various lung injury models. Murine PCLS exposed to elastase and treated with active fragment showed significantly decreased LMI, indicating reduced lung injury (Fig. 6g, h). Next, we evaluated whether the active fragment of OGN could improve lung function in vivo in a lung injury murine model. Upon inducing lung injury with elastase, mice received low (6.75 µg) or high (20.25 µg) doses of OGN fragment (Fig. 6i). Elastase treatment induced a decrease in elastic recoil, as shown by a decreased tissue elastance and increased compliance (Fig. S12a–c). Although the active fragment of OGN did not elicit significant changes in elastance and compliance, as compared to elastase, we observed a dose-dependent trend indicating improvement in these lung tissue characteristics (Fig. S12a, c). Elastase did not induce any other significant changes in tissue characteristics, such as resistance, tissue damping, and Newtonian resistance (Fig. S12d–f). Additionally, pressure-volume loops of emphysematous mice displayed a typical significant upward shift (Fig. 6j, k), suggesting that elastase diminished the distensibility of the lungs. Diminished distensibility was absent in emphysematous mice treated with OGN fragment. In addition to lung tissue characteristics, we assessed lung function parameters in different experimental groups. The forced expiratory flow at 0.2 seconds (FEF0.2) significantly increased upon elastase exposure, while the forced vital capacity (FVC) and forced expiratory flow at 50% of forced vital capacity (FEF_50%FVC) were significantly decreased (Fig. 6k–m). Treatment with OGN fragment inhibited the harmful effects of elastase on lung function significantly (Fig. 6k–m). We did not observe any significant changes from the control (vehicle) measurements in forced expiratory volume at 0.2 s, forced expiratory volume at peak expiratory flow, peak expiratory flow, and time to reach peak expiratory pressure (Fig. S12g–j). Furthermore, neutrophil infiltration analysis based on H&E staining in lung tissue showed no significant differences between the experimental groups (Fig. S13). Taken together, the active fragment of OGN ameliorates elastase-induced lung injury in PCLS and improves lung function in mice, thereby underscoring its potential as a promising therapeutic approach.

## Discussion

As there are currently no clinically approved pharmacological treatments to prevent the progression of or reverse tissue destruction in the distal lung, we aimed to discover a new potential drug for (re-)activating alveolar epithelial progenitor cells, leveraging the lung fibroblast secretome. Utilizing a proteomics-guided drug discovery strategy, we identified twelve potential factors, with OGN showing the most pronounced effects on alveolar organoid formation. RNA sequencing demonstrated that OGN is related to pathways involving ROS defense mechanisms and enhanced epithelial-fibroblast crosstalk. OGN expression was reduced in the lung tissue of smoke-exposed mice and current smokers, with a similar tendency in COPD patients. Moreover, an active fragment of OGN, containing LRRs 4–7, showed comparable effects on epithelial progenitor activation as the entire OGN protein and improved lung function in a mouse model of elastase-induced lung injury. These findings identify the active fragment of OGN as a promising drug candidate to prevent the progression of or reverse epithelial tissue destruction in the distal lung.

In the lungs, alveolar epithelial repair is predominantly regulated by AT2 cells, which are instructed by meticulously orchestrated molecular cues from neighboring cells within the alveolar niche^2,15^. The supportive effect of alveolar fibroblasts on epithelial progenitor cells was evident in our organoid assay, where lower organoid numbers were observed when co-cultured with reduced fibroblast numbers. Furthermore, our findings indicate that lung fibroblasts support alveolar organoid formation in a paracrine fashion through the secretion of EVs and SFs. Consistent with these findings, several studies have shown EVs enhance epithelial organoid formation across tissues^30–32^, and that fibroblast-derived SFs are essential for organoid formation^15,33,34^.

Among the candidate factors identified, OGN emerged as the most promising. In the organoid model, an active fragment of OGN (LRRs 4–7) induced alveolar organoid formation, suggesting that this smaller fragment is sufficient for activating alveolar epithelial progenitor cells. Interestingly, this effect was specific to alveolar organoid formation, as the proportion of airway organoids remained unchanged. This specificity could potentially be explained by alveolar epithelial progenitor cells being more susceptible to factors secreted by alveolar fibroblasts, as different progenitor populations may express distinct receptors on their membrane surfaces. This fragment also effectively alleviated elastase-induced lung injury in PCLS and a mouse model. To our knowledge, OGN or its functional fragment has not been studied previously in the context of COPD treatment. While Lee and co-workers revealed that intraperitoneal therapy of mice with OGN improved their whole-body glucose metabolism and insulin homeostasis^35^, most studies on OGN focus on cancer research. To this extent, models of OGN overexpression are usually exploited, which show contradicting effects on epithelial cell proliferation^36–38^. In our organoid model, no changes in organoid size were observed with OGN or its active fragment, implying no discernible changes in proliferation, which could be context-dependent.

By generating transcriptomic signatures of epithelial progenitor cells, we uncovered the upregulation of several protective pathways, including the detoxification of ROS and iron uptake and transport. We have previously shown that anti-oxidants, such as n-acetyl cysteine and mitoquinone, could reverse the negative impact of diesel exhaust particles on lung epithelial progenitors^39^. Additionally, other anti-oxidants effectively reduced lung injury, inflammation, and oxidative stress in mice^40^. Interestingly, the relationship between OGN and the detoxification of ROS has not yet been studied^41^. Besides building on the identified protective pathways, the focus on iron uptake and transport might be crucial in explaining the protective effects of OGN on epithelial progenitors. Genome-wide association studies have highlighted a pathogenetic role for abnormal iron homeostasis in COPD^42,43^. Moreover, intracellular accumulation of iron and lipid peroxidation are associated with ferroptosis, a newly identified type of cell death^44^. Recent studies found that increased ferroptosis and disrupted iron homeostasis were linked to COPD^44,45^.

Lung epithelial progenitor cell behavior is known to be tightly coordinated by alveolar fibroblasts through paracrine signaling of several growth factors, including FGFs and HGF^46,47^. 

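The same 3 growth factor genes were also higher with OGN in the Epcam+ libraries, where Fgf7 had a log2 fold change of 1.08 (adjusted p = 0.00115), Fgf10 of 1.04 (adjusted p = 0.0215) and Hgf of 1.46 (adjusted p = 1.85e-06). By the interaction of treatment and population, their response in fibroblasts differed from that in Epcam+ cells by 0.07 for Fgf7 (adjusted p = 1.00) and -0.16 for Hgf. For Wnt7b the response differed by 1.17 (adjusted p = 0.0611). In the 4 OGN-treated cultures each of the 3 genes in the Epcam+ library, as a percentage of its fibroblast level, was under the median of the fibroblast signature genes. With vehicle, Fgf7 in mouse 4 (32.8% against 28%) and Fgf10 in mouse 2 (22.5% against 19.2%) were above it.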

We found that *Ffg7*, *Ffg10*, and *Hgf* expression was significantly increased in response to OGN treatment on fibroblasts. These growth factors stimulate epithelial cell proliferation and survival, which could contribute to the OGN-induced alterations in organoid formation^48,49^. Indeed, FGF7, FGF10, and HGF were previously shown to increase lung organoid formation^17,49^ and FGF7 and FGF10 support maturation of lung organoids toward distal lung lineages^50,51^. In addition, FGF signaling was shown to have antifibrotic effects in experimental pulmonary fibrosis through epithelial progenitor proliferation and inhibition of TGF-β^52^. As the receptor with which OGN interacts in the lung is unknown, it remains unclear whether OGN directly influences alveolar epithelial cell behavior or indirectly through the intermediary action of fibroblasts. However, the total number of differentially expressed genes in fibroblasts following OGN treatment is significantly higher compared to those in the epithelial cell population, suggesting a predominant effect on fibroblast function. This suggests that fibroblasts may serve as a mediator through which OGN indirectly promotes organoid formation and epithelial repair. 

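When all 32 libraries were thinned to 1805914 counts, the total of the smallest, OGN changed 368 genes in fibroblasts and 226 in Epcam+ cells, a ratio of 1.63. EVs changed 3100 and 48 genes at that depth, and SFs 6 and 23. The number of differentially expressed genes depends on the spread between mice as well as on the size of the changes, and which population had the larger spread depended on the EV-treated libraries. In the 8 libraries of the EV comparison the coefficient of variation was 0.116 in Epcam+ cells and 0.199 in fibroblasts, and in those of the OGN comparison 0.135 and 0.0998, a split made after the values had been seen. Over the 8693 genes above 10 CPM in both populations, whether called or not, the SD of the log2 fold changes with OGN beyond their standard errors was 0.174 in Epcam+ cells and 0.271 in fibroblasts, also computed after the values had been seen.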

Future studies should aim to identify the receptor(s) involved in OGN signaling and further delineate the direct versus indirect effects of OGN on alveolar epithelial cells. Additionally, while OGN treatment upregulated key pro-regenerative factors such as FGF7, FGF10, and HGF in fibroblasts, the effects of EVs and SFs on these factors appeared somewhat distinct. This difference suggests that the observed regenerative effects may not be solely linked to OGN, indicating that EVs and SFs could exert independent effects mediated through other messenger molecules.

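Over all tested genes, the log2 fold changes with EVs and OGN in CCL206 fibroblasts correlated with r = 0.247, those with SFs and OGN with r = 0.413, and those with EVs and SFs with r = 0.452. Treatments that share their vehicle-treated libraries correlate without any effect. In 30 simulations of unchanged treatments and vehicle-treated libraries, mean r was 0.469, 0.483 and 0.455 for the same pairs. The simulations drew each gene on its own, so shifts that many genes of a real library share did not enter them. A value above the simulated ones therefore does not exclude the shared vehicle-treated libraries as its source. In Epcam+ cells r was 0.393 for EVs and OGN, 0.474 for SFs and OGN and 0.652 for EVs and SFs, with simulated means of 0.528, 0.508 and 0.522. Over all genes, only the pair of EVs and SFs in Epcam+ cells exceeded every simulated value, of which the highest was 0.554. The genes with the smallest p in either comparison of a pair were also taken alone, as many as were differentially expressed in either. Over these, r reached 0.894 for that pair (highest simulated 0.835), the alternative that moved it most. For SFs and OGN it was 0.867 in Epcam+ cells (highest simulated 0.751) and 0.788 in fibroblasts (0.731, and r between 0.627 and 0.771 with a mouse left out). For EVs and SFs in fibroblasts it was 0.577 (0.55), and for EVs and OGN 0.705 in Epcam+ cells (0.752) and 0.283 in fibroblasts (0.562). In fibroblasts, 218 genes were differentially expressed with both EVs and OGN, 191 of them in the same direction, and all 7 genes of the SF comparison were also differentially expressed with OGN. These overlaps rest on the shared vehicle-treated libraries as well, and no simulated value was computed for genes called in both.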

In this study, we describe for the first time the distribution of OGN in human lung tissue on both a transcriptomic and protein level. We observed proportionally lower OGN protein expression in the lung tissue of current smokers compared to non-smokers, with ex-smokers showing intermediate levels. This suggests a lasting effect of cigarette smoke exposure on OGN expression. These findings align with Lin and colleagues, who reported reduced OGN mRNA expression in lung tissue of severe COPD patients^53^. Interestingly, Huang and colleagues reported upregulation of OGN in lungs and myofibroblasts obtained from lung fibrosis murine models^54^. Koloko Ngassie et al. demonstrated a positive correlation between increasing age and enhanced OGN protein expression in human lung tissue derived from patients with no history of chronic lung disease^55^. Considering our data, these findings suggest that OGN expression in the healthy human lung increases with age, whereas this process appears compromised in individuals who smoke. Such impairment could contribute to the hampered alveolar repair and regeneration mechanisms observed in COPD patients. Since this effect is also observed in healthy smokers, it is plausible that impaired OGN expression represents an early event in the path to COPD progression or that a secondary insult is required to drive disease development.

Based on our various disease models, we speculate that therapeutically supplementing COPD patients with OGN or its active fragment could potentially (re-)activate lung epithelial repair or slow down the progression of tissue damage. Our study predominantly utilized lung tissue and organoids derived from severe COPD patients. While these models effectively demonstrated OGN’s potential to restore epithelial progenitor cell function even in highly impaired epithelial populations, earlier therapeutic intervention may have even greater benefits. At earlier stages of COPD, the pool of alveolar epithelial progenitors is likely larger and more responsive to therapeutic cues, making interventions more effective in promoting repair and regeneration. Moreover, slowing disease progression at these stages could preserve lung function and prevent significant tissue damage. These considerations highlight the importance of further research to determine the therapeutic potential of OGN in less severe COPD models and effectiveness across different stages of disease progression. While alveolar epithelial repair is a crucial step toward regaining functioning alveolar tissue, it is essential to consider that the complete restoration of alveolar function involves addressing the entire alveolar niche, which includes various cell types and extracellular matrix components. To further this research, it is crucial to determine which COPD patients would benefit most from this therapy, at what stage of the disease, and to consider the differences between current and former smokers. Additionally, it is worth noting that OGN is expressed in various tissues, including bone, muscle, and adipose tissue^28^, and its glycosylation and splice variants may confer cell-type and tissue-specific effects, necessitating further studies to fully understand its mechanism of action.

When contemplating the therapeutic application of OGN as a regenerative agent for (re-)activating alveolar epithelial repair, careful consideration of potential adverse effects associated with exogenous administration of this protein is essential. As a proteoglycan, OGN has been linked to the induction of fibrosis^56^. For instance, Shi et al. demonstrated that microRNA-140 overexpression inhibits pulmonary fibrosis by downregulating OGN through the Wnt signaling pathway^57^. The role of OGN in fibrosis regulation extends beyond the lungs, encompassing organs like the heart and kidney^28^. However, our RNAseq analysis offers a contrasting perspective, indicating a tendency for downregulation of the predicted gene signature for myofibroblasts and fibrosis-related genetic markers upon OGN treatment. It is hypothesized that OGN regulates fibrosis through the crosslinking of collagen via the N-terminus^56,58^. 

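The paper's text does not name the genes of its myofibroblast signature, so 20 genes were listed from general knowledge, of which 15 were present (Tagln, Cnn1, Actg2, Postn and Cthrc1 were absent). With OGN in CCL206 fibroblasts, 5 of the 15 were higher and 10 lower, with a mean log2 fold change of -0.00 (camera, adjusted p = 0.492; exact permutation test on the mean, p = 0.971). The mean was lower in 3 of 4 mice. Lox (1.46) and Tgfb1 (0.92) were differentially expressed upwards and Tpm1 (-0.45) downwards, while Acta2 fell by 0.48 with an adjusted p of 0.323. The list was higher with EVs in fibroblasts (adjusted p = 0.029, and 0.220 without mouse 3 or 0.207 with an estimated inter-gene correlation) and not with SFs (adjusted p = 0.0652, and 0.0239 without mouse 2). In Epcam+ cells it was higher with EVs (adjusted p = 6.2e-10) and SFs (adjusted p = 0.00167, and 0.164 with an estimated correlation or 0.0921 under fry) and not with OGN (adjusted p = 0.358). The median fibroblast signature gene in the Epcam+ libraries had 35.3% of its CCL206 value with EVs and 25.2% with SFs, against 21.5% with vehicle. With EVs this share was 39.4% and 46.3% in mice 2 and 4, and 27.5% and 28% in mice 1 and 3. The CCL206 libraries of mice 2 and 4 had a trend along transcript length, which enters this share and the EV call in fibroblasts. More fibroblast RNA in the Epcam+ libraries is not excluded as a source of the rises in Epcam+ cells.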

Following this rationale, therapeutic use of OGN might induce fibrosis by increasing cross-linking. However, in our assays, we show that a fragment encompassing LLRs four through seven exhibits similar effects on epithelial progenitor cell behavior. This may present an attractive approach to circumvent fibrosis initiation in individuals by eliminating the structural component crosslinking activities of the entire OGN protein.

A limitation of this study is the relatively small number of patients included in the different analyses. The variability observed in the data across these studies could be attributed to the heterogeneity of COPD, variations in patient inclusion criteria, and differences in analysis methods. In the context of IHC staining on OGN expression in the lungs, we must acknowledge that our examination is confined to the remaining lung tissue. Particularly in end-stage COPD patients, substantial tissue damage exists, posing challenges to the accurate quantification of OGN expression across different disease stages. Another potential limitation is the use of human lung fibroblast-derived EVs and SFs in a murine organoid system. While this decision was made to align with the ultimate goal of developing a therapy for human use, it introduces the possibility that certain species-specific effects may be lost. To address this limitation, we have also cultured organoids derived from human lung tissue to provide complementary insights.

In conclusion, lung fibroblasts support the formation of organoids through the secretion of EVs and SFs. Using a proteomics-guided drug discovery strategy, we identified OGN to activate alveolar epithelial progenitor cells. OGN induces a wide range of transcriptional changes, including the upregulation of protective pathways in epithelial progenitors and growth factor-mediated epithelial-fibroblast crosstalk. Expression of OGN was reduced in response to cigarette smoke and the lung tissue of smokers. Furthermore, an active fragment of OGN was shown to have similar properties on epithelial progenitor activation and improved lung function parameters in mice with lung injury. While this study focused on COPD, potential benefits of OGN could extend to other conditions marked by deficient epithelial progenitor function across organs.

## Methods

### Antibodies and reagents

An anti-pro-SPC antibody (AB3786) was purchased at Sigma Aldrich, and acetylated α tubulin (sc-23950) was obtained from Santa Cruz. Secondary antibodies for Alexa Fluor™ 488 (A21206) and 568 (A10037) were purchased at Thermo Fisher. Recombinant human OGN full protein was purchased at Biorbyt (orb383003), and the human OGN fragment (amino acid 180-298) was obtained from LifeSpan Biosciences (LS-G15022). Pancreatic porcine elastase for in vitro (E0258-5MG) and in vivo (324682-250U) experiments were obtained from Sigma Aldrich.

### Cell culture

Mouse fibroblasts, CCL206 cells (ATCC, Mlg2908), were cultured in DMEM/F12 medium (Gibco) supplemented with 10% (v/v) fetal bovine serum (FBS) (Sigma Aldrich, 12103 C), 100 U/mL penicillin/streptomycin (Gibco, 15070-063), 2 mM L-glutamine (Gibco, 25030-024), and 1% amphotericin B (Gibco, 15290026) within a humidified atmosphere under 5% CO_2_/95% air at 37 °C. The human fetal mesenchymal lung fibroblast MRC5 cell line (Sigma Aldrich, 05081101) was cultured in Ham’s F12 medium (Thermo Fisher, 11320033) supplemented with 10% (v/v) FBS, 100 U/mL penicillin/streptomycin, and 2 mM L-glutamine within a humidified atmosphere under 5% CO_2_/95% air at 37 °C.

For organoid experiments, before both fibroblast types (CCL206 and MRC5) were co-cultured with primary epithelial cells, the proliferation of fibroblasts was inactivated by incubation with mitomycin C (10 µg/mL) in growth medium (Sigma Aldrich, M4287-5X2MG) for 2 h. After incubation with mitomycin C, the fibroblasts were washed with warm PBS and then recovered for 1 h in mitomycin C-free growth medium.

### Purification of EVs and SFs using ultrafiltration and size exclusion chromatography

MRC5 lung fibroblasts were initially expanded from a single T75 flask to 13 T175 flasks through several passaging steps. Once the MRC5 cells reached approximately 80% confluency, the cells were serum starved for a period of 72 h. The conditioned medium was collected and centrifuged at 4000 *g* for 15 min, before filtering using a 0.45 µm bottle top filter. The conditioned medium was then concentrated using 100 kDa Amicon Ultra-15 Centrifugal Filter Units (Merck, UFC900324) by repeated centrifugation at 4000 *g* at 4 °C to a final volume of ~500 µL. A 30-cm-long, 1-cm-diameter column packed with Sepharose CL-2B (Cytiva, 17-0140-01) was washed with PBS prior to loading the concentrated medium. Thereafter, 24 × 1 mL fractions were collected from the column. Size exclusion column (SEC) fractions 8 till 12 were considered to be the EV-enriched fractions, while fractions 18 till 22 served as the SF-enriched fractions. Both the EV- and SF-fractions were pooled and concentrated using 100 kDa Amicon Ultra-4 Centrifugal Filter Units (Merck, UFC801024) to a final volume of ~600 µL. Subsequently, the EV- and SF-enriched samples were sterilized using Costar Spin-X centrifuge tube filters (Merck, CLS8160-96EA) with a 0.22 µm pore size. Samples were stored at −80 °C until further use. For the treatment of organoid cultures, we used concentrations of EVs and SFs that showed the strongest impact on colony forming efficiency in murine organoids (Fig. S2). Multiple purification batches were applied for each organoid experiment to ensure consistency and reproducibility.

### Animals

Lung harvesting from naive C57BL/6 J mice (eight to fourteen weeks old) for organoid experiments and PCLS was performed at the Central Animal Facility (CDP) of the University Medical Center Groningen (UMCG) per the national guidelines and upon approval of the experimental procedures by CDP and the Institutional Animal Care and Use Committee (IACUC) of the University of Groningen, under AVD1050020209205. A total of 66 mice were used, with an equal ratio of male and female animals. For the elastase in vivo study, we used 48 C57BL/6 J mice, with a 1:1 ratio of male to female animals. Mice were anesthetized by subcutaneous injection of 400 mg/kg Ketamidor® (Alfasan) and 1 mg/kg Dexdomitor® (Orion Pharma). Animals were housed conventionally under a 12-h light-dark cycle and received food and water ad libitum.

### Human material

Human lung tissue was obtained from lung transplant donors in strict adherence to the Research Code of the UMCG, as stated on https:// umcgresearch.org/w/research-code-umcg as well as national ethical and professional guidelines, including the Code of Conduct for Health Research and Declaration of Helsinki. The use of left-over lung tissue in this study was not subject to the Medical Research Human Subjects Act in the Netherlands, as confirmed by a statement of the Medical Ethical Committee of the UMCG, and therefore exempt from consent according to national laws (Dutch laws: Medical Treatment Agreement Act (WGBO) art 458 / GDPR art 9/ UAVG art 24). Human lung tissue was acquired from extra tissue left over after lung surgeries, which exceed the amount needed for clinical care purposes. All samples and clinical information were blinded before experiments.

### Primary alveolar epithelial isolation

Isolation of murine primary alveolar epithelial cells, in brief, Epcam^+^ cells (CD31^-^/CD45^-^/CD326^+^), was based on previously published protocols^3^. In brief, the lungs of mice were flushed through the heart with PBS, instilled with dispase (Corning, 354235), and incubated at room temperature for 45 min. To obtain a single-cell suspension, lung tissue was digested with DNase 1 (VWR, A3778.0500). Using the QuadroMACS™ Separator (Miltenyi Biotec, 130-091-051) and a mix of antibody-bound magnetic microbeads, the cell suspension was negatively selected for CD31 (Miltenyi Biotec, 130-097-418) and CD45 (Miltenyi Biotec, 130-052-301). Subsequently, to obtain Epcam^+^ cells, CD31^-^/CD45^-^ cells were positively selected with anti-mouse CD326 microbeads (Miltenyi Biotec, 130-105-958).

Human lung tissue was stored in MACS® Tissue Storage Buffer (Miltenyi Biotech, 130-100-008) until further processing. Lung tissue was cut into small pieces (~1 mm^3^) and transferred to a dissociation mixture containing 1% penicillin/streptomycin, 1 mg/mL collagenase/dispase (Roche, 11097113001), and 1.8 µg/mL DNase 1 in PBS. The tissue was further dissociated using a gentleMACS™ Octo Dissociator with heaters (130-096-427, Miltenyi Biotec) for 20 min at 37 °C. The obtained single-cell suspension was washed, and red blood cells were lysed using lysis buffer (ammonium chloride (155 mM), potassium bicarbonate (1 mM), titriplex III (0.001 mM), and 10 µg/mL DNase 1 in ultra-pure water) for 10 min at 4 °C. Selection for EpCAM^+^ cells was similar to that described above for murine lung tissue. Clinical data corresponding to the human lung tissue samples used in this study are provided in Supplementary Data 7.

### Epithelial organoid culture

For murine organoids, freshly isolated Epcam^+^ cells were combined with CCL206 murine lung fibroblasts at a 1:1 ratio (10,000 cells each) in DMEM/F12 containing 10% (v/v) FBS. The cell suspension was then diluted 1:1.5 (v/v) with Corning® Matrigel® Membrane Matrix (Corning, 356234) and was then seeded into transwell inserts (Greiner, 662641) in 24-well plates (100 µL/insert). Similarly, human organoids were generated by co-culturing freshly isolated EpCAM^+^ cells with proliferation-inactivated MRC5 lung fibroblasts. The Matrigel™ was allowed to solidify at 37 °C for 30 min. Upon solidification, 410 µL of organoid medium (DMEM/Ham’s F12 supplemented with 5% FBS, 1% penicillin/streptomycin, 1% L-glutamine, 1% amphotericin B, 0.025‰ epidermal growth factor (EGF) (Sigma Aldrich, SRP3196-500UG), 1% insulin-transferrin-selenium (Gibco, 51300044), and 1.75‰ bovine pituitary extract (Thermo Fisher, 11568866)) was added underneath the insert. On the day of seeding, 10 µM Y-27632 dihydrochloride (Axon, 1683) was added to inhibit Rho-Kinase selectively. Organoid cultures were cultured at 37 °C with 5% CO_2_. The medium was refreshed every 2–3 days. The total number and diameters of organoid structures (>50 µm) was measured on day 14 using NIS-Elements with bright field microscopy (20x magnification). For the proteomics-guided drug discovery strategy, preliminary screening was conducted with N = 3 organoids, and additional experiments (N = 2) were performed for compounds showing promising results to confirm their effects.

### Cigarette smoke extract

To generate 100% CSE, the smoke from two 3R4F research cigarettes (Tobacco Research Institute) without a filter was introduced into 25 mL of warm fibroblast culture medium^3^. The smoke was delivered into the medium using a peristaltic pump (Watson Marlow 323 E/D) at a speed of 45 rpm. CSE was freshly prepared before each set of experiments. For organoid experiments, we used 5% CSE in organoid growth medium.

### Immunofluorescence staining organoids

Organoids were fixed in a 1:1 (v/v) mixture of acetone and methanol for 12 min at −20 °C^3^. After fixation, 1 mL of PBS with 0.02% sodium azide (Merck, 6688) was added to the well underneath the insert. Organoids were kept at 4 °C for 1 week after fixation. Organoids were blocked using a blocking solution containing 5% bovine serum albumin (BSA), 2% normal donkey serum (Jackson Immuno Research, 017-000-121), and 0.1% Triton-X100 in PBS overnight at 4 °C. The next day, surfactant protein C (SPC) and acetylated α tubulin (ACT) primary antibodies diluted 1:200 in 2% BSA, 2% normal donkey serum, and 0.1% Triton-X100 in PBS were added for 48 h. Organoids were then washed three times with PBS for 30 min, and secondary antibodies Alexa Fluor™ 488 and 568 diluted 1:200 in 2% BSA, 2% normal donkey serum, and 0.1% Triton-X100 in PBS were added for 2 h at room temperature. After washing three times with PBS for 30 min, the organoids on the insert membrane were transferred to a glass slide with a mounting medium containing DAPI, and a coverslip was applied afterward. The slides were kept at 4 °C, and confocal images were acquired using a Nikon Eclipse Ti2 microscope.

### Organoid resorting to regain fibroblasts and epithelial cells

For organoid resorting, a mixture of 300,000 Epcam^+^ cells and 300.000 CCL206 fibroblasts was seeded in a 1 mL solution of Matrigel diluted 1:1.5 (v/v) with DMEM/F12 (supplemented with 10% FBS) and added to one well of a 6-well plate. After the Matrigel solidified for an hour, 2 mL of organoid culture medium was added on top of the Matrigel, including EVs (10^9^ EVs/mL), SFs (30 µg/mL), or OGN (10 µg/mL). After three days, dispase (Corning, 354235) was added to each well for 30 min at 37 °C to dissociate the Matrigel. MACS buffer (MACS rinsing solution (Milteny Biotec, 130-091-222) premixed with BSA (Milteny Biotech, 130-091-376)) was added to stop the dispase activity. Organoids were collected and centrifuged at 300 *g* for 5 min. The pellets were resuspended in 5 mL diluted trypsin (1:5 in PBS, v/v) (T7409, Sigma-Aldrich) for 5 min at 37 °C, after which 9 mL DMEM/F-12 supplemented with 10% FBS was added to neutralize trypsin action. The cell pellets were incubated with CD326 microbeads for 20 min and resuspended in MACS buffer. The cell suspensions were introduced to the QuadroMACS™ Separator system to obtain CD326^-^ fibroblasts and CD326^+^ (Epcam^+^) epithelial cells derived from organoids, which were then used for further experimentation.

### Bulk RNA sequencing analysis

Total RNA was extracted from cells resorted from organoids using the NucleoSpin RNA isolation kit (Bioké, 740955.50) according to the manufacturer’s instructions. Bulk RNA sequencing (RNAseq) on resorted Epcam^+^ and fibroblasts from organoids was performed by GenomeScan (www.genomescan.nl) using an Illumina NovaSeq 6000 sequencer. The analysis procedure comprised several steps, including data quality control, adapter trimming, alignment of short reads, and feature counting. To ensure the integrity of the library preparation, calculations were performed to assess the ribosomal (and globin) content. Additionally, checks were conducted to identify potential samples and barcode contaminations. Quality control tools, such as FastQC v0.34 and FastQA, were employed to establish a set of standard quality metrics for the raw dataset. Prior to alignment, Trimmomatic v0.30 was utilized to remove adapter sequences from the reads. The reads of each sample were aligned against the ensemble mouse reference GRCm38 (patch 6). Principal component analyses were performed in R using the R package DESeq2 in order to visualize the overall effects of experimental covariates as well as batch effects. The same R packages were used to identify differentially expressed genes (DEGs) between control and treated samples following standard normalization procedures. Gene set enrichment analysis (GSEA) of the top 50 differentially regulated genes was performed with ShinyGO 0.77 (www.bioinformatics.sdstate.edu/go/). Kyoto Encyclopedia of Genes and Genomes (KEGG) was used as reference database, and the statistically significant pathway enrichment with FDR q value < 0.05 are reported.

### Proteomic analysis

Proteomic data from MRC5-derived EVs and SFs were obtained from 4 biological replicates. Liquid chromatography-tandem mass spectrometry (LC-MS) was employed for unbiased shotgun proteomic analysis. In-gel digestion was performed as described previously^59^ using 1 µg total protein in the EV-enriched samples and 75 µg total protein for the SF-enriched samples. LC-MS-based proteomics analyses were performed as described previously^60^ using 0.5 µg digested total protein starting material from the EVs or 1 µg digested total protein starting material from the SFs. LC-MS raw data were processed with Spectronaut (version 15.4.210913, Biognosys) using the standard settings of the directDIA workflow with a human SwissProt database (www.uniprot.org, 20350 entries). For the quantification, local normalization was applied, and the Q-value filtering was adjusted to the classical setting without imputing.

### Immunohistochemical staining on human lung slides

Control and COPD human lung tissue was obtained from leftover material at the UMCG and St. Mary’s Hospital, Mayo Clinic Rochester, MN. This staining was part of the HOLLAND (HistopathOlogy of Lung Aging aNd COPD) cohort^55^. Immunohistochemical (IHC) staining on human lung slides was performed as described previously^55^. Lung tissue was embedded in paraffin and cut into 6 µm thick sections. These sections were deparaffinized and rehydrated, after which antigen retrieval was performed with 10 mM citrate buffer (pH 6). Endogenous peroxidase activity was blocked by 0.3% hydrogen peroxidase (H_2_O_2_), followed by overnight incubation at 4 °C with a primary OGN antibody (1:400) (Abcam, ab168348) in 1% BSA-PBS. Subsequently, sections were washed and incubated with horseradish peroxidase (HRP)-conjugated secondary antibody diluted 1:100 in 1% BSA-PBS containing 2% normal human serum. Staining was then visualized upon 5 min incubation with Vector NovaRED Substrate (VectorLaboratories, SK-4800). Sections were then counterstained with hematoxylin, mounted, and scanned using a Hamamatsu NanoZoomer 2.0HT digital slide scanner at 40x magnification.

### OGN expression analysis in human lung slides

Analysis of the intensity and area of positive OGN staining in whole lung tissue and parenchyma were analyzed as described previously^55^. Briefly, Aperio ImageScope software V.12.4.3 (Leica Biosystems) was used to extract images from the scans. For whole lung tissue analysis, scanned images were used after removal of artefacts. This step was followed by extracting specific areas, including airway wall, bronchial epithelium, and blood vessels, using Adobe Photoshop software (Adobe Inc. CA), to analyze OGN expression in the parenchyma. Fiji/ImageJ software was used to quantify the intensity and area of positive staining of OGN in whole tissue and parenchyma. The formula used to calculate the percentage of area stained positive for the protein is as follows:

1 $${Area}\left( \% \right)=\frac{{Area}({NovaRed})}{{Area}({Total})}\times 100 \%$$

For the quantification of the intensity of the staining, pixel intensities, ranging from 0 to 255 of separated NovaRed images were analyzed with Fiji/ImageJ. A value of 0 corresponds to the darkest shade, while 255 represents the lightest shade. This reciprocal intensity is directly proportional to the quantity of positive NovaRed pixels detected in the image analysis and is calculated with the following equation:

2 $${Mean\; intensity}=255-\frac{{Sum\; of\; intensities\; of\; pixels\; positive\; for\; NovaRed}}{{Total\; number\; of\; pixels\; positive\; for\; NovaRed}}$$

### Precision-cut lung slices

PCLS were prepared as described previously^20^. Murine lungs were inflated with 1.5 mL 1.5% (w/v) low melting agarose solution (Gerbu Biotechnik). After inflation, the agarose was allowed to solidify at 4 °C for 15 min before the lungs were harvested. A tissue slicer (Leica VT 1000 S Vibratome line) was used to cut lung slices with a thickness of 250 µm. The lung slices were extensively washed and subsequently cultured in DMEM (Gibco, 42430-025) supplemented with sodium pyruvate (1 mM), MEM non-essential amino acids mixture (1:100, Gibco, 11140-050), gentamycin (45 µg/mL, Merck, G1397), penicillin/streptomycin (100 U/mL), and amphotericin B (1.5 µg/mL, Gibco, 15290-026) in 12-well culture plates, using three slices per well. Slices from the same mouse were matched based on lung region (middle region of the left lung lobe or middle region of superior right lung lobe). To induce emphysematous changes, matched slices were treated with 2.5 µg/mL elastase for 16 h. Slices were treated with 10 µg/mL OGN or 4.48 µg/mL OGN active fragment for 40 h, overlapping with the 16 h elastase treatment.

### Immunofluorescence staining PCLS

PCLS were fixed for 15 min at 4 °C with 4% paraformaldehyde (Sigma Aldrich, P6148) and then washed with PBS. To visualize the parenchyma of PCLS, actin filaments were stained with Alexa Fluor™ 488 Phalloidin (Thermo Fisher, A12379) for 15 min at room temperature. After incubation, the slices were washed with PBS and transferred onto a glass slide with two drops of mounting medium containing DAPI (Abcam, 104139). Fluorescence imaging was performed using a confocal laser scanning microscope equipped with a true confocal scanner (SP8 Leica) using a 20x lens. All images were acquired within the linear range, with an image resolution of 1024 × 1024 pixels and a pinhole size of 1 Airy unit to avoid local saturation. The presented images represent a single z-scan. To assess the degree of lung injury in PCLS, we measured the mean linear intercept (LMI), which represents the average distance of free airspace in 5 fields per animal, as previously described^20^.

### Quantification of the degree of lung injury in PCLS

To assess the degree of lung injury in PCLS, we measured the LMI, which represents the average distance of free airspace, in 5 fields per animal, as previously described^20^. However, due to the ex vivo treatment with elastase, we were unable to follow the standard procedure of fixing the murine lungs at 25 cmH_2_O for 24 h, which is typically used for LMI determination. In this PCLS model, the use of varying pressures to fill the murine lungs with agarose results in variations in LMI measurements between animals. Nevertheless, each animal served as its own control, eliminating the variability caused by different pressure conditions applied to the lungs. However, caution should be exercised when extrapolating these numbers to the in vivo setting.

### Elastase in vivo model

For this study, pulmonary emphysematous changes were induced by intratracheal instillation of pancreatic porcine elastase (40 U/kg body weight) in 40 µL sterile PBS on day zero. Animals were treated every other day from day zero till day nine (5 treatments in total) with OGN fragment (6.75 µg or 20.25 µg). After ten days, mice were sacrificed by exsanguination under anesthesia, after which the therapeutic effects were examined. To ensure objective analysis, samples for in vivo experiments were blinded before analysis.

### Lung function measurements

Respiratory function was measured using a FlexiVent system module 2 (Scireq). Mice were anesthetized with Dexdomitor® and Ketamine® and a muscle relaxant, rocuronium bromide (Fresenius Kabi, 10 mg/mL) was administered. Mice were ventilated with a tidal volume of 10 mL/kg at a frequency of 150 breaths/min in order to reach a mean lung volume similar to that of spontaneous breathing. Lung function parameters were assessed using pre-installed protocols for SnapShot, Primewave perturbation, and forced expired volume maneuver using the Flexiware V8.3.0 software. Three recordings per animal were taken.

### Statistical analysis

Results are shown as mean ± standard error, with sample size and repeats in figure legends. Four normality tests (D’Agostino-Pearson, Anderson-Darling, Shapiro-Wilk, Kolmogorov-Smirnov) were conducted; if three indicated normality, parametric tests were applied. One-Way ANOVA with Dunnett’s multiple comparisons was used for group comparisons, and unpaired/paired two-tailed Student’s *t* test or Mann–Whitney and Wilcoxon tests for two-group comparisons. Significance was set at p < 0.05. Analyses were done in GraphPad Prism 10 and RNA sequencing analysis in R Studio.

## Supplementary information

Supplementary Information

Supplementary Information

Supplementary Information

Supplementary Information

Supplementary Information

Supplementary Information

Supplementary Information

Supplementary Information

## Data Availability

All data associated with this study are in the paper or the Supplementary Materials. The complete RNA sequencingdataset is available in GEO at GSE271272. The proteomics dataset of the secretome of human lung fibroblasts isavailable in the PRIDE proteomics identifications database (PXD053766). For material requests, researchers should contact A.N. or R.G.

# Supplementary material for: Fibroblast-derived osteoglycin promotes epithelial cell repair
**Source:** NPJ Regen Med. 2025 Mar 25;10:16. doi: 10.1038/s41536-025-00404-3
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information for:**

Fibroblast-derived osteoglycin promotes epithelial cell repair

Luke van der Koog *et al.*

**The PDF includes:**

Figures. S1 to S13

**Supplementary Figures:**

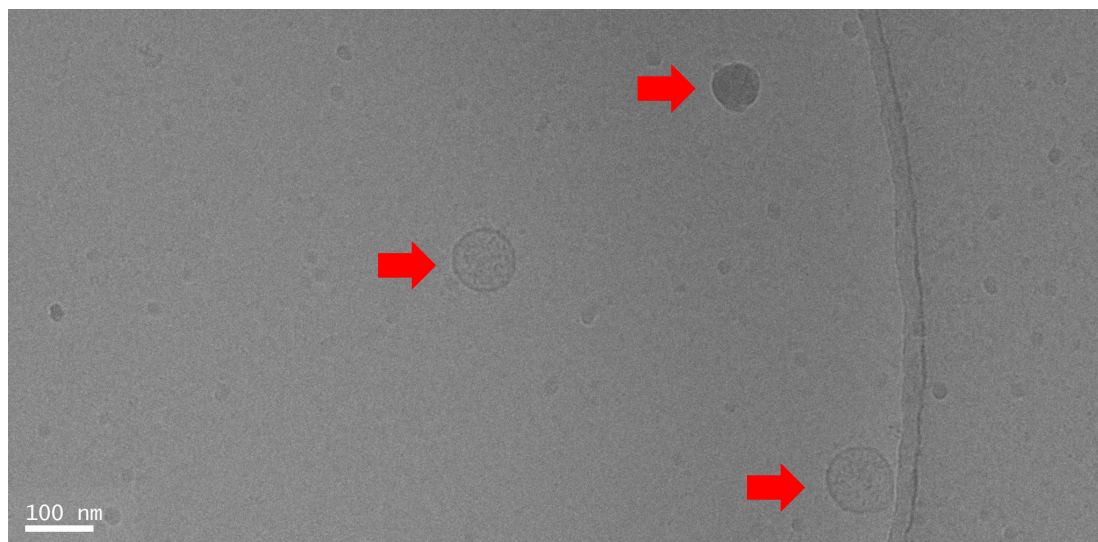

**Fig. S1. Lung fibroblast-derived EVs visualized by Cryo-TEM.**

Cryo-TEM image of pooled lung fibroblast-derived EV-enriched fractions. Red arrows indicate EV-structures. Scale = 100 nm.

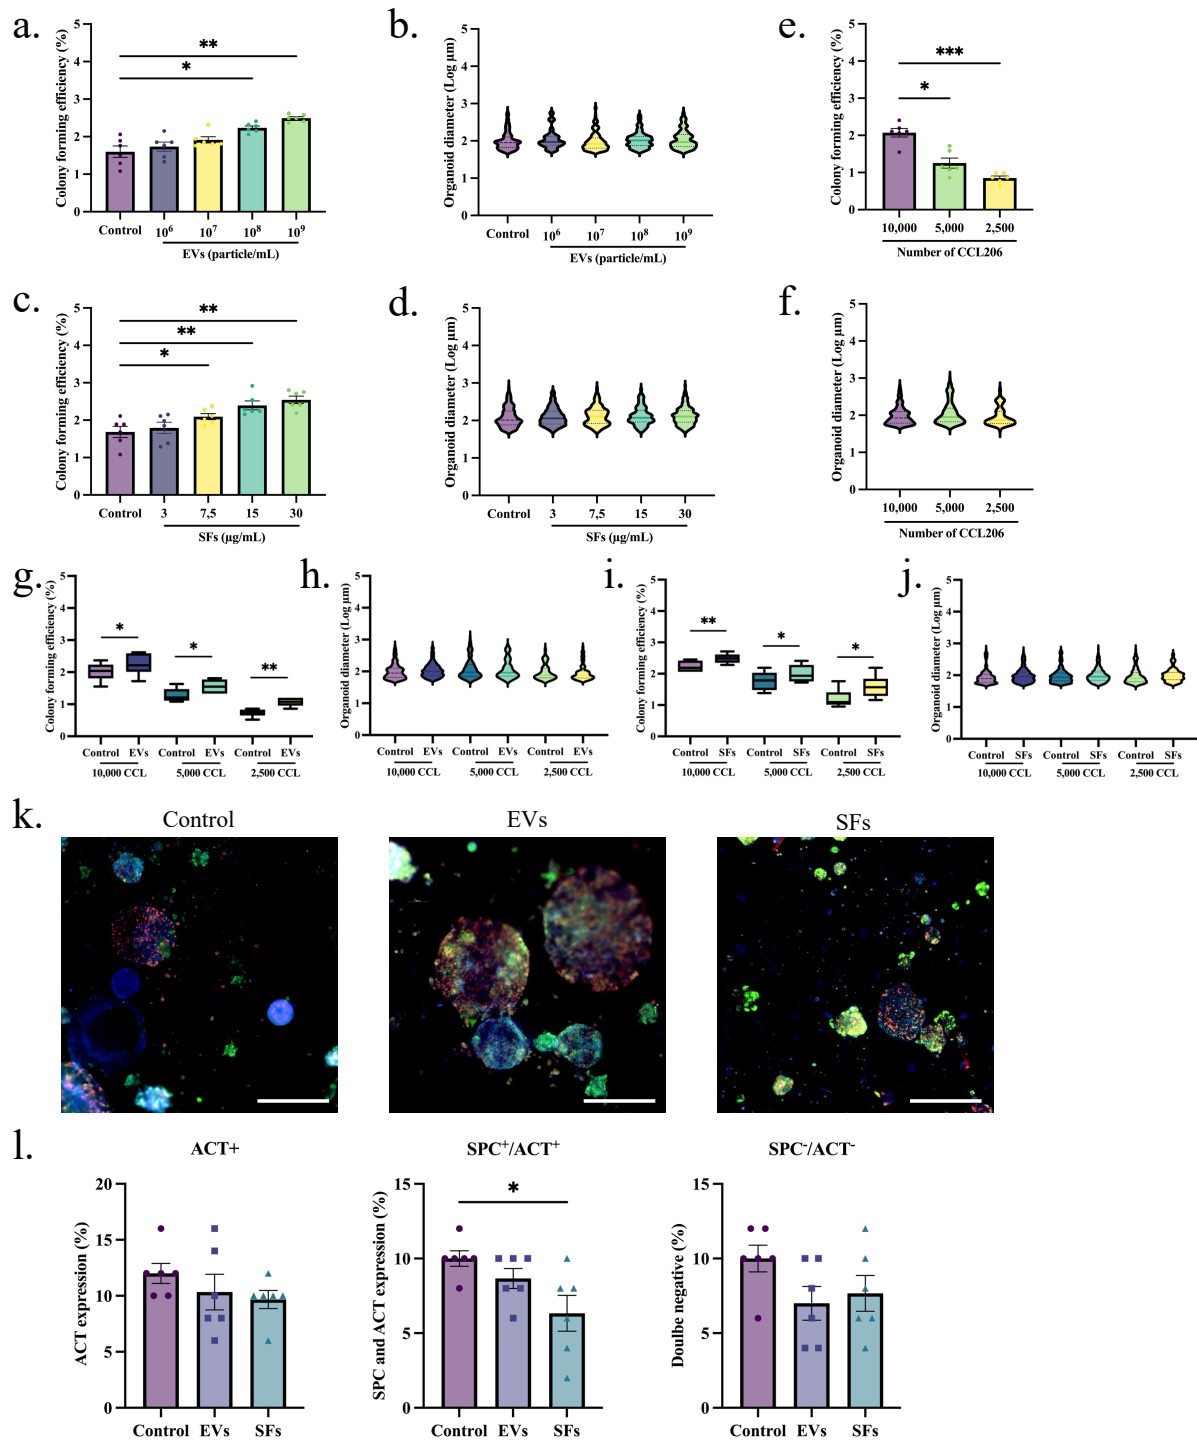

**Fig. S2. Lung fibroblast-derived EVs and SFs support murine alveolar organoid formation.**

**a** Colony forming efficiency of murine organoids with increasing concentrations of EVs (mean ± SEM, N=6, paired Friedman test). **b** Log of murine organoid diameter with increasing concentrations of EVs (median is shown, N=6, Kolmogorov-Smirnov test (after Bonferroni correction:  $\alpha = 0.0125$ )). **c** Colony forming efficiency of murine organoids with increasing concentrations of SFs (mean ± SEM, N=6, paired

Friedman test). **d** Log of murine organoid diameter with increasing concentrations of SFs (median is shown, N=6, median is shown, N=6, Kolmogorov-Smirnov test (after Bonferroni correction:  $\alpha = 0.0125$ )). **e** Colony forming efficiency of murine organoids with decreasing lung fibroblasts (CCL206) (mean  $\pm$  SEM, N=6, paired Friedman test). **f** Log of murine organoid diameter with decreasing numbers of lung fibroblasts (CCL206) (median is shown, N=6, Kolmogorov-Smirnov test (after Bonferroni correction:  $\alpha = 0.0025$ )). **g** Colony forming efficiency of murine organoids with decreasing numbers of lung fibroblasts (CCL) treated with EVs ( $10^9$  EVs/mL) (mean  $\pm$  SEM, N=6, paired Friedman test). **h** Log of murine organoid diameter with decreasing numbers of lung fibroblasts (CCL) treated with EVs (mean  $\pm$  SEM, N=6, Friedman). **i** Colony forming efficiency of murine organoids with decreasing numbers of lung fibroblasts (CCL) treated with SFs (30  $\mu$ g/mL) (mean  $\pm$  SEM, N=6, paired Friedman test). **j** Log of murine organoid diameter with decreasing numbers of lung fibroblasts (CCL) treated with SFs (30  $\mu$ g/mL) (mean  $\pm$  SEM, N=6, Friedman). **k** Representative immunofluorescence images of organoids for airway-type (ACT, red), alveolar-type (SPC, green), and DAPI (blue) (scale = 500  $\mu$ m). **l** Immunohistochemistry quantification for ACT<sup>+</sup>, SPC<sup>+</sup>/ACT<sup>+</sup>, and SPC<sup>-</sup>/ACT<sup>-</sup> organoids (mean  $\pm$  SEM, N=6, paired one-way ANOVA with Tukey test for multiple testing). Statistically significant comparisons are represented by \*p < 0.05, \*\*p < 0.01, and \*\*\*p < 0.001.

a.

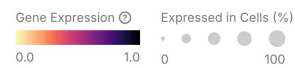

#### Lung

type II pneumocyte ①

type I pneumocyte ①

alveolar type 1 fibroblast cell ①

alveolar type 2 fibroblast cell ①

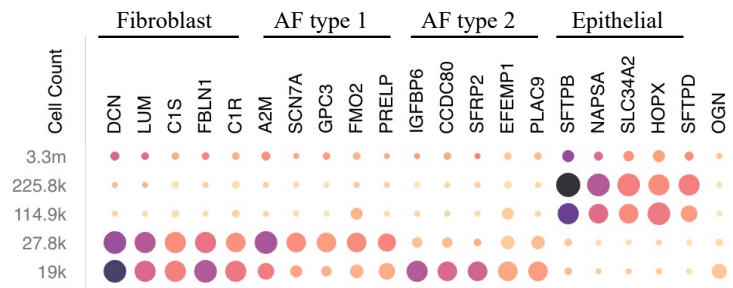

b.

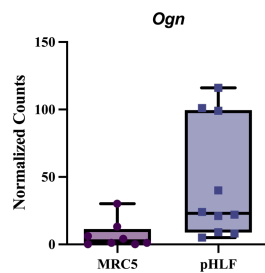

**Fig. S3. OGN expression in lung fibroblasts.**

**a** The expression of markers for fibroblasts (*DCN*, *LUM*, *C1S*, *FBLN1*, and *C1R*), alveolar fibroblast (AF) type 1 (*SCN7A*, *GPC3*, *FMO2*, *PRELP*), AF type 2 (*IGFBP6*, *CCDC80*, *SFRP2*, *EFEMP1*, *PLAC9*), epithelial cells (*SFTPB*, *NAPSA*, *SLC34A2*, *HOPX*, and *SFTPD*), and *OGN*. Data were extracted from a public scRNA-Seq dataset (<https://lungmap.nl/>). **b** Normalized counts of *OGN* in MRC5 fibroblasts and pulmonary human lung fibroblasts (pHLF).

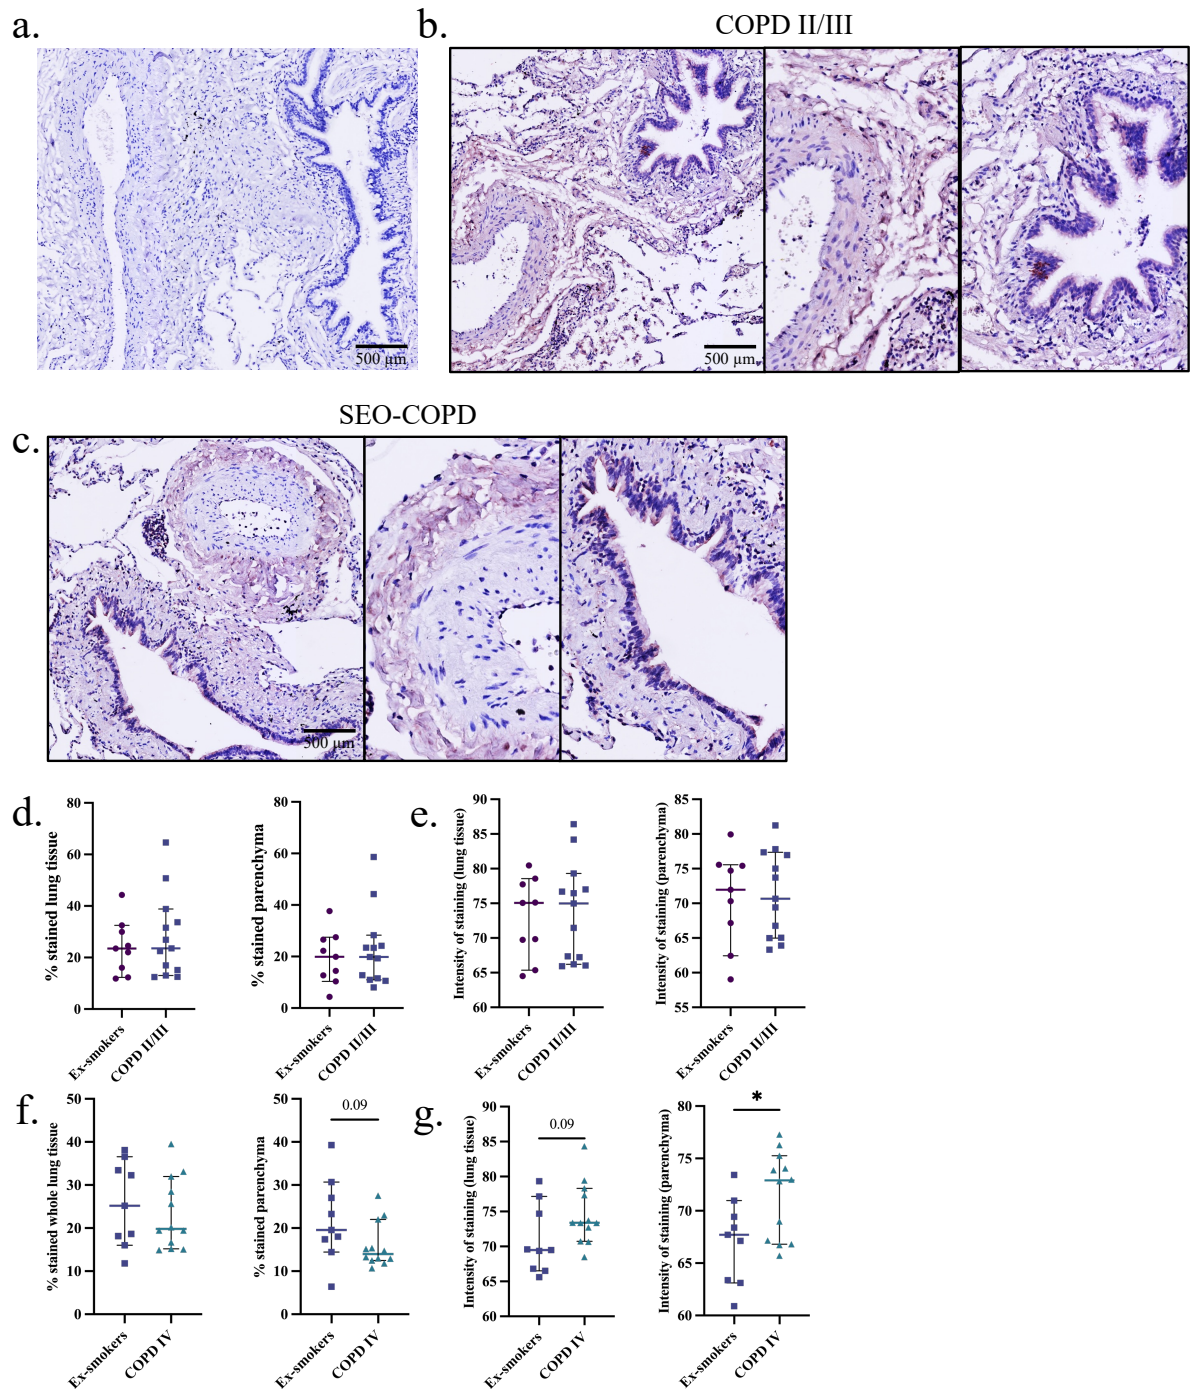

**Fig. S4. OGN expression in moderate-severe COPD lung tissue.**

**a** Example image of negative control staining in human whole lung tissue. **b-c** Example image of OGN staining in whole lung tissue in moderate-severe COPD (II/III) and SEO-COPD (scale = 500  $\mu$ m). **d** Positively stained area percentage (%) for OGN in whole lung tissue and parenchyma in COPD II/III patients. **e** Intensity of staining for OGN in whole lung tissue and parenchyma in COPD II/III patients. **f** Positively stained area percentage (%) for OGN in whole lung tissue and parenchyma in SEO-COPD

patients. **g** OGN staining intensity in whole lung tissue and parenchyma in SEO-COPD patients.

Statistically significant comparisons are represented by \* $p < 0.05$ .

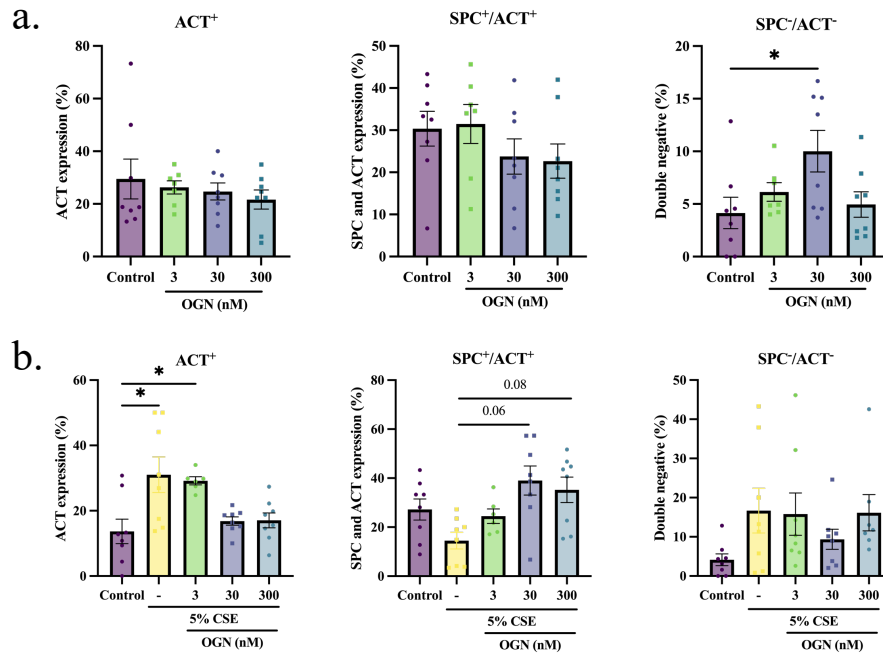

**Fig S5. Osteoglycin supports organoid formation and differentiation.**

**a** Immunohistochemistry quantification for ACT<sup>+</sup>, SPC<sup>+</sup>/ACT<sup>+</sup>, and SPC<sup>-</sup>/ACT<sup>-</sup> organoids (mean ± SEM, N=8, paired one-way ANOVA with Tukey test for multiple testing). **b** Immunohistochemistry quantification for ACT<sup>+</sup>, SPC<sup>+</sup>/ACT<sup>+</sup>, and SPC<sup>-</sup>/ACT<sup>-</sup> organoids in the presence of CSE (mean ± SEM, N=8-11, paired one-way ANOVA with Tukey test for multiple testing). Statistically significant comparisons are represented by \*p < 0.05.

genes up- or downregulated in epithelial progenitor cells with EVs. **d** Volcano plot illustrating the response to EVs versus control in fibroblasts (cut-offs:  $\text{padj} < 0.05$  and  $\log\text{Fold} > 1$ ). **e** Heatmap with the top 50 significant genes up- or downregulated in fibroblasts treated with EVs. **f** Volcano plot illustrating the response to SFs versus control in epithelial progenitor cells (cut-offs:  $\text{padj} < 0.05$  and  $\log\text{Fold} > 1$ ). **g** Heatmap with the top 50 significant genes up- or downregulated in epithelial progenitor cells with SFs. **h** Volcano plot illustrating the response to SFs versus control in fibroblasts (cut-offs:  $\text{padj} < 0.05$  and  $\log\text{Fold} > 1$ ). **i** Heatmap with the top 50 significant genes up- or downregulated in fibroblasts treated with SFs. Statistically significant comparisons are represented by  $**p < 0.01$  and  $****p < 0.0001$ .

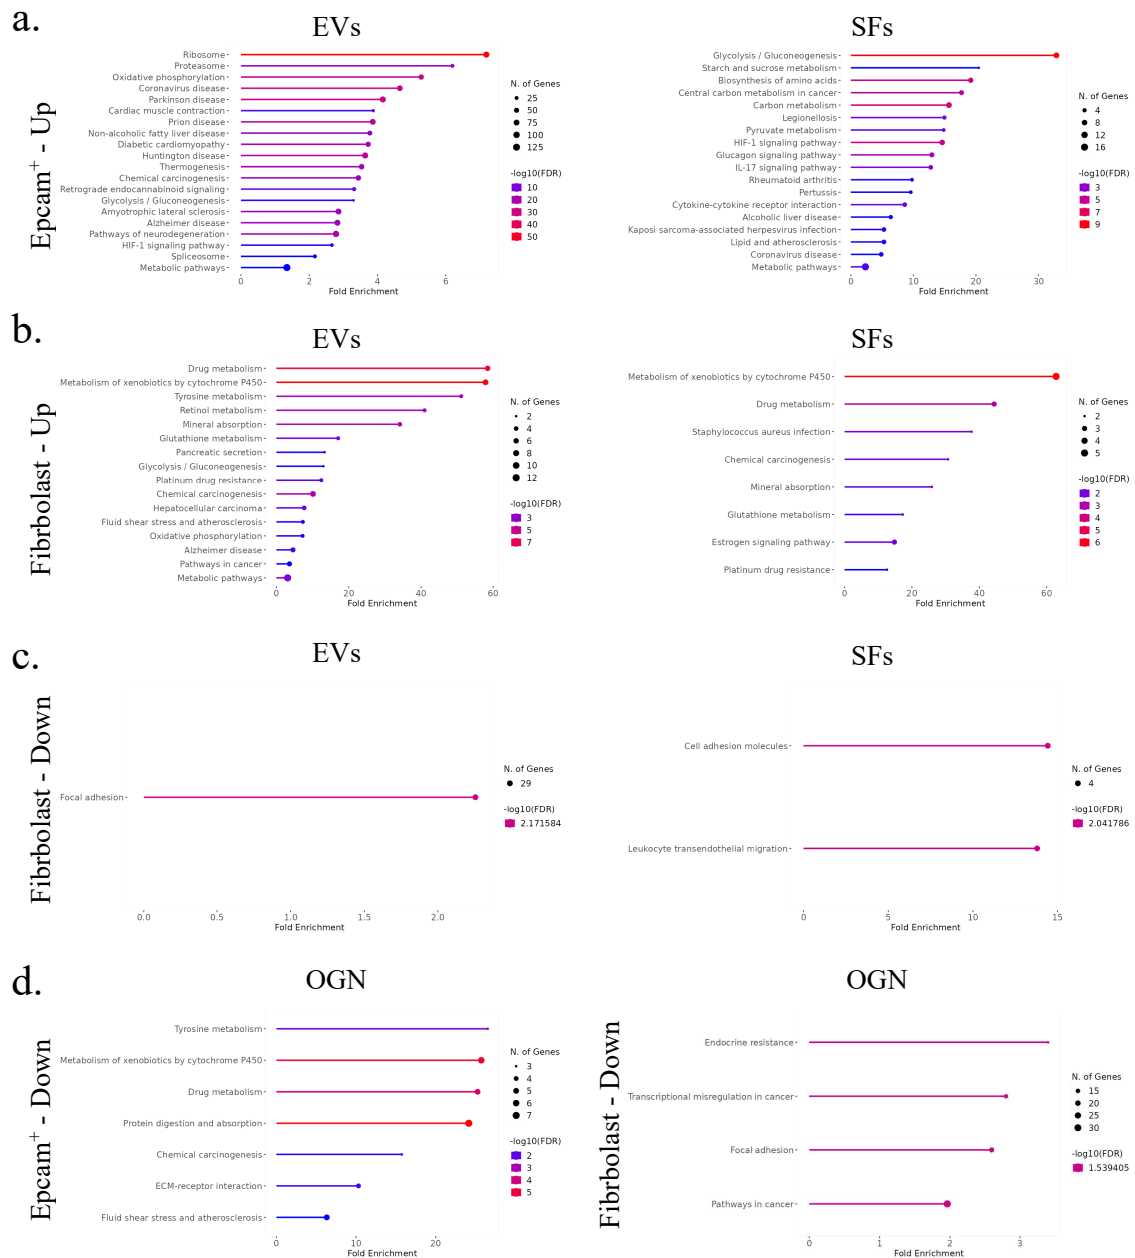

**Fig. S7. Gene set enrichment analysis in Epcam<sup>+</sup> cells and fibroblasts upon treatment with EVs, SFs, or OGN.**

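With SFs, glycolysis genes were higher in Epcam+ cells (camera, adjusted p = 0.0173) and in fibroblasts (adjusted p = 3.8e-12, and 0.0201 with an estimated inter-gene correlation). In Epcam+ cells this call was lost with an estimated correlation (0.261), under fry (0.0921) and without mouse 2 (0.0507) or mouse 3 (0.0756). HIF-1 target genes were higher in both populations (adjusted p = 0.00939 and 2.7e-07), as were NF-kB response genes (adjusted p = 1.1e-27 and 4.1e-30). The HIF-1 call in Epcam+ cells was lost with an estimated correlation (0.150) and without mouse 3 (0.0533). Respiratory electron transport was lower in Epcam+ cells (adjusted p = 4.2e-10) and higher in fibroblasts (adjusted p = 0.00773), and neither call held with an estimated correlation (0.150 and 0.663) or under fry (0.100 and 0.659). In fibroblasts it was also lost without mouse 1 (0.784). Interferon response genes were not shifted in Epcam+ cells (adjusted p = 0.304) or fibroblasts (adjusted p = 0.102, and 0.0158 without mouse 2). The fibroblast signature was higher in Epcam+ cells (adjusted p = 0.0007, and 0.179 with an estimated correlation or 0.116 under fry). Its median gene there had 25.2% of its CCL206 value with SFs, against 21.5% with vehicle, so more fibroblast RNA in these libraries is not excluded.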

**a** The top upregulated pathways in epithelial progenitors treated with EVs or SFs. **b** The top upregulated pathways in fibroblasts treated with EVs or SFs. **c** The top-downregulated pathway(s) in fibroblasts treated with EVs or SFs. **d** The top downregulated pathways in epithelial progenitors or fibroblasts treated with OGN.

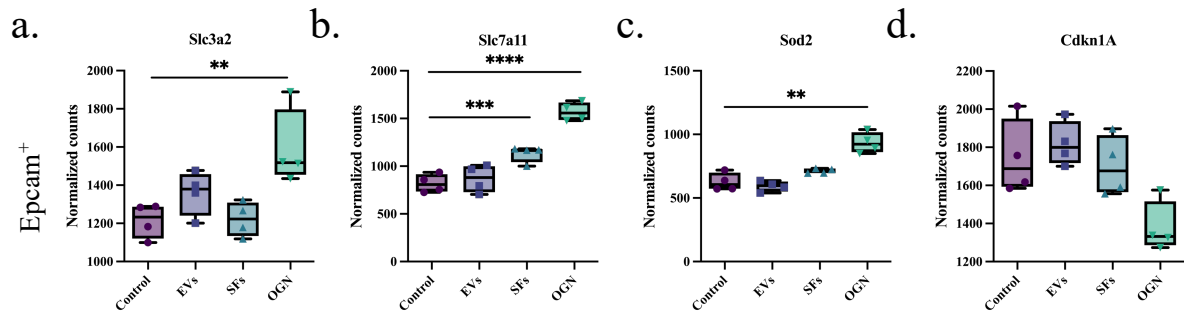

**Fig. S8. Osteoglycin increases the expression of protective genes in epithelial cells.**

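In Epcam+ cells, Slc3a2 had 1370 ± 113 normalized counts (SD, n = 4 mice) with EVs and 1233 ± 85.4 with SFs, and log2 fold changes of 0.16 (adjusted p = 0.452) and 0.00 (adjusted p = 0.999). Slc7a11 had 876 ± 148 with EVs (0.08, adjusted p = 0.827) and 1141 ± 92 with SFs (0.47, standard error 0.08, adjusted p = 0.0065). The SF call for Slc7a11 was lost without mouse 1 (0.144) and without mouse in the model (0.231), with a range of 2.05e-05 to 0.231 over the alternatives. Sod2 had 597 ± 41.8 with EVs (-0.08, adjusted p = 0.854) and 719 ± 17.3 with SFs (0.19, adjusted p = 0.625). Cdkn1a had 1833 ± 112 with EVs (0.06, adjusted p = 0.894) and 1717 ± 149 with SFs (-0.04, adjusted p = 0.960).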

**a-d** Normalized counts of heavy chain subunit of cystine and glutamine anti-transporter (*Slc3a2*), light chain subunit of cystine and glutamine anti-transporter (*Slc7a11*), superoxide dismutase 2 (*Sod2*), and senescence marker (*Cdkn1a*) upon treatment of epithelial progenitors with EVs, SFs, or OGN (mean  $\pm$  min/max, N=4, paired one-way ANOVA with Tukey test for multiple testing). Statistically significant comparisons are represented by \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , and \*\*\*\* $p < 0.0001$ .

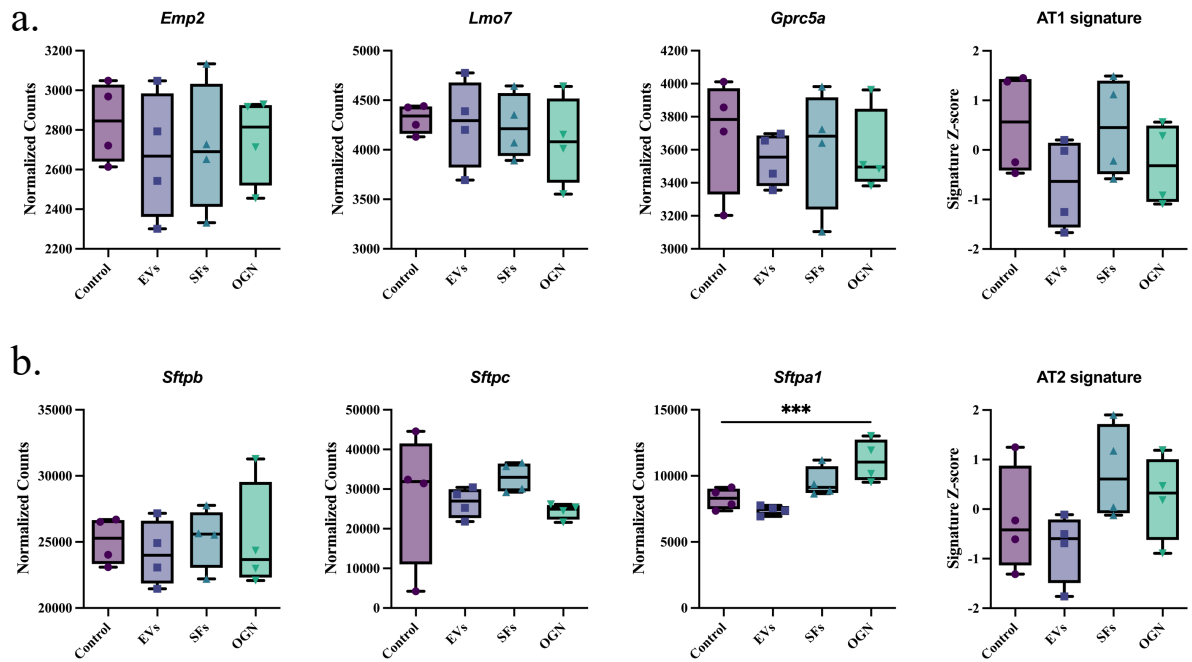

**Fig. S9. Osteoglycin increases the expression of protective genes in epithelial cells.**

**a** Normalized counts of markers for alveolar type 1 (AT1) cells (*Emp2*, *Lmo7*, and *Gprc5a*) and composite AT1 gene signature based on the top 10 AT1 marker genes upon treatment of epithelial progenitor cells with EVs, SFs, or OGN (mean  $\pm$  min/max, N=4, paired one-way ANOVA with Tukey test for multiple testing). **b** Normalized counts of markers for alveolar type 2 (AT2) cells (*Sftpb*, *Sftpc*, and *Sftpa1*) and composite AT2 gene signature based on the top 10 AT2 marker genes upon treatment of epithelial progenitor cells with EVs, SFs, or OGN (mean  $\pm$  min/max, N=4, paired one-way ANOVA with Tukey test for multiple testing). 

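With EVs, 9 of the 10 AT2 signature genes were lower in Epcam+ cells (mean log2 fold change -0.12, camera, adjusted p = 0.0117), and the AT1 list had a mean of -0.09 (adjusted p = 0.0432). Neither call held with an inter-gene correlation estimated from the data (adjusted p = 0.0914 for both). The AT2 call was lost without mouse 3 (0.129) or mouse 4 (0.0918), and the AT1 call without mouse 2 (0.0647), mouse 3 (0.109) or mouse 4 (0.0673) and without mouse in the model (0.113). With SFs, 9 of the 10 AT2 genes were higher (mean 0.13, adjusted p = 0.00939) and the AT1 list had a mean of -0.11 (adjusted p = 0.0241), and with an estimated correlation adjusted p was 0.150 for both. Here the AT2 call was lost under fry (0.0752), without mouse 1 (0.123) and without mouse in the model (0.0512), and the AT1 call without mouse 3 (0.0855) or mouse 4 (0.0645) and without mouse in the model (0.135).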

Statistically significant comparisons are represented by \*\*\* $p < 0.001$ .

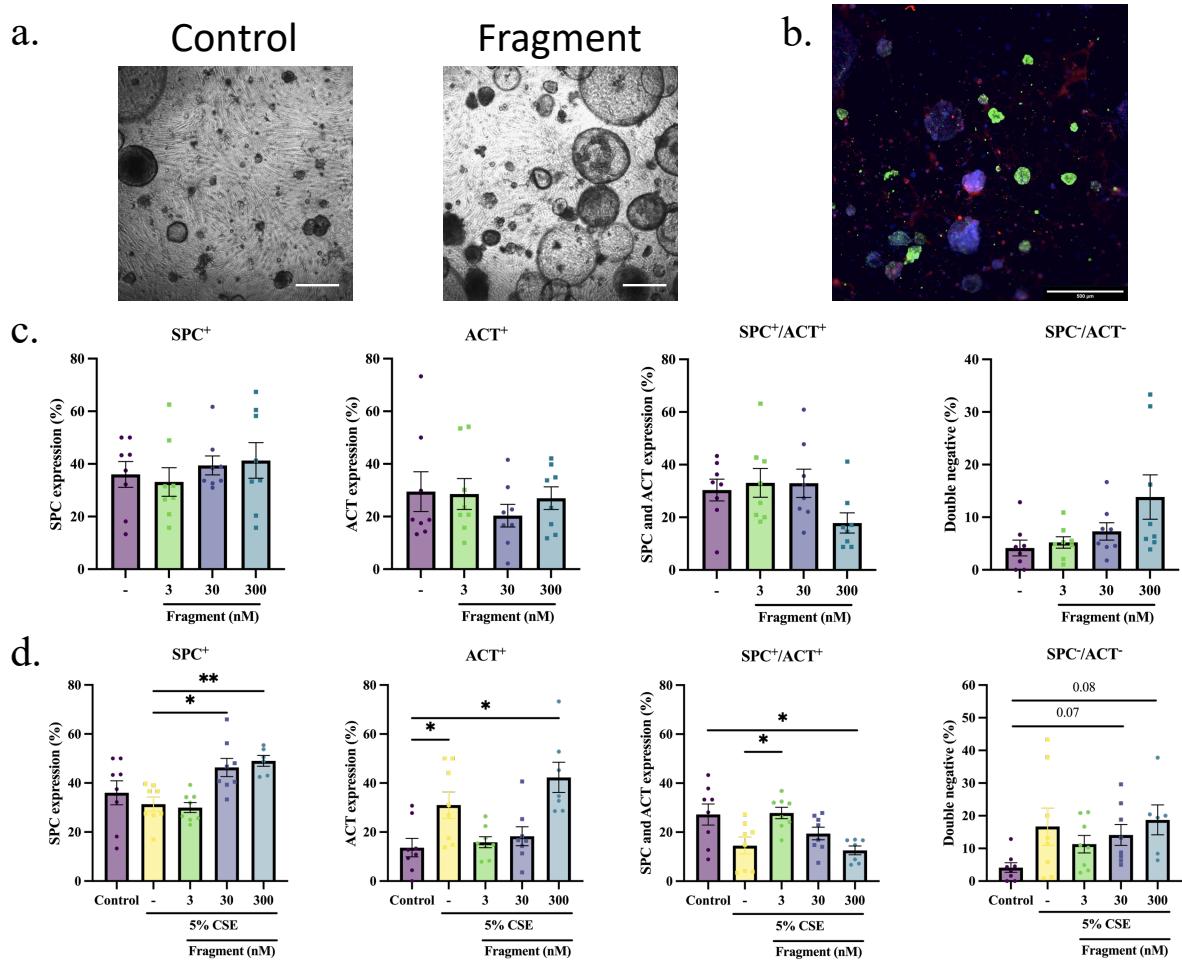

**Fig. S10. The active fragment of osteoglycin induces alveolar organoid formation.**

**a** Representative brightfield images of murine lung organoids (scale = 500  $\mu$ m). **b** Representative immunofluorescence image of stained organoids treated with OGN fragment for airway-type organoids (acetylated  $\alpha$ -tubulin, red), alveolar-type organoids (surfactant protein C, green), and Dapi (nuclei, blue) (scale = 500  $\mu$ m). **c** Immunohistochemistry quantification for SPC<sup>+</sup>, ACT<sup>+</sup>, SPC<sup>+</sup>/ACT<sup>+</sup>, and SPC<sup>-</sup>/ACT<sup>-</sup> organoids (mean  $\pm$  SEM, N=8, paired one-way ANOVA with Tukey test for multiple testing). **d** Immunohistochemistry quantification for SPC<sup>+</sup>, ACT<sup>+</sup>, SPC<sup>+</sup>/ACT<sup>+</sup>, and SPC<sup>-</sup>/ACT<sup>-</sup> organoids in the presence of CSE (mean  $\pm$  SEM, N=8, paired one-way ANOVA with Tukey test for multiple testing). Statistically significant comparisons are represented by \* $p < 0.05$  and \*\* $p < 0.01$ .

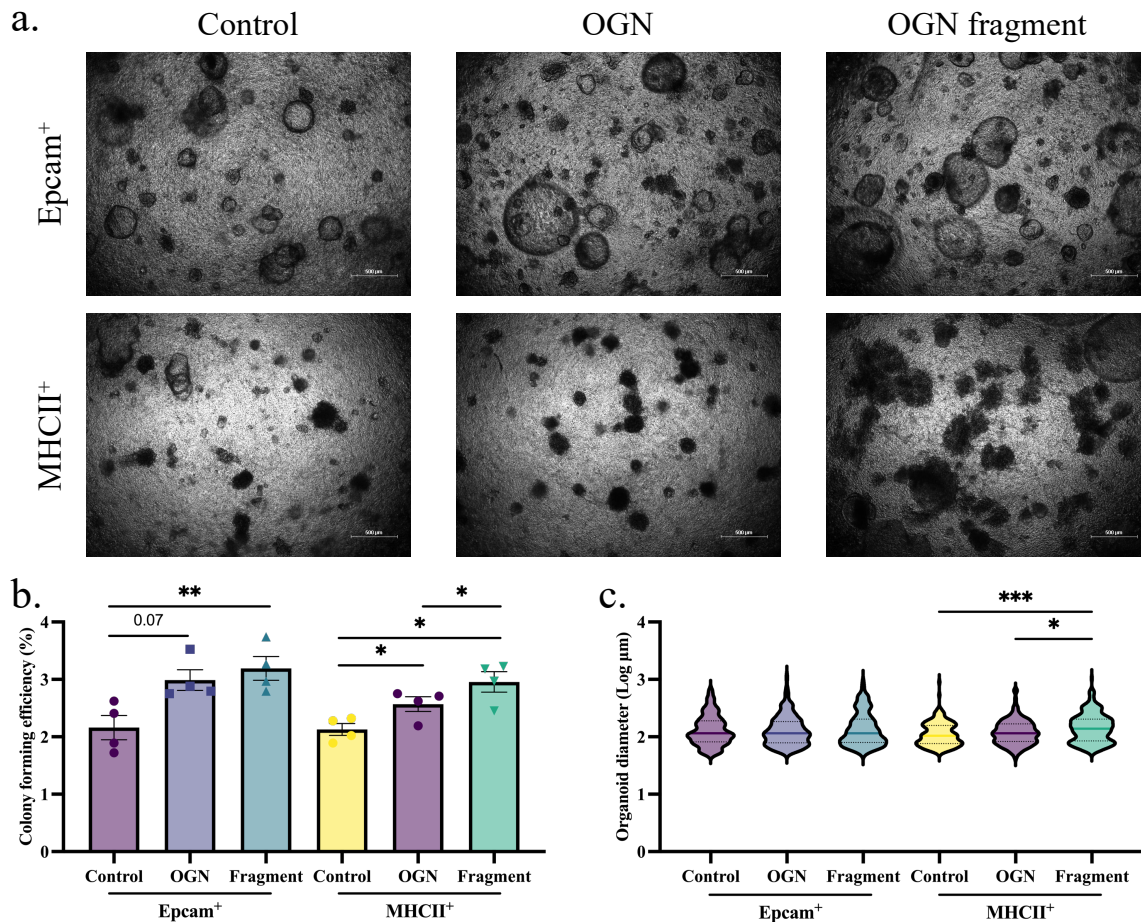

**Fig. S11. Osteoglycin and its active fragment induce organoid formation from  $MHCII^+$  and  $Epcam^+$  cells.** **a** Representative brightfield images of murine lung organoids from  $Epcam^+$  cells and  $MHCII^+$  cells (scale = 500  $\mu m$ ). **b** Colony forming efficiency of murine  $Epcam^+$  and  $MHC^+$  cultures treated with OGN or its active fragment on day 14 (mean  $\pm$  SEM, N=6, paired Friedman test). **c** Log of organoid diameter of murine  $Epcam^+$  and  $MHC^+$  cultures treated with OGN or its active fragment on day 14 (median is shown, N=6, Kolmogorov-Smirnov test (after Bonferroni correction:  $\alpha = 0.025$ )). Statistically significant comparisons are represented by \* $p < 0.05$ , \*\* $p < 0.01$ , and \*\*\* $p < 0.001$ .

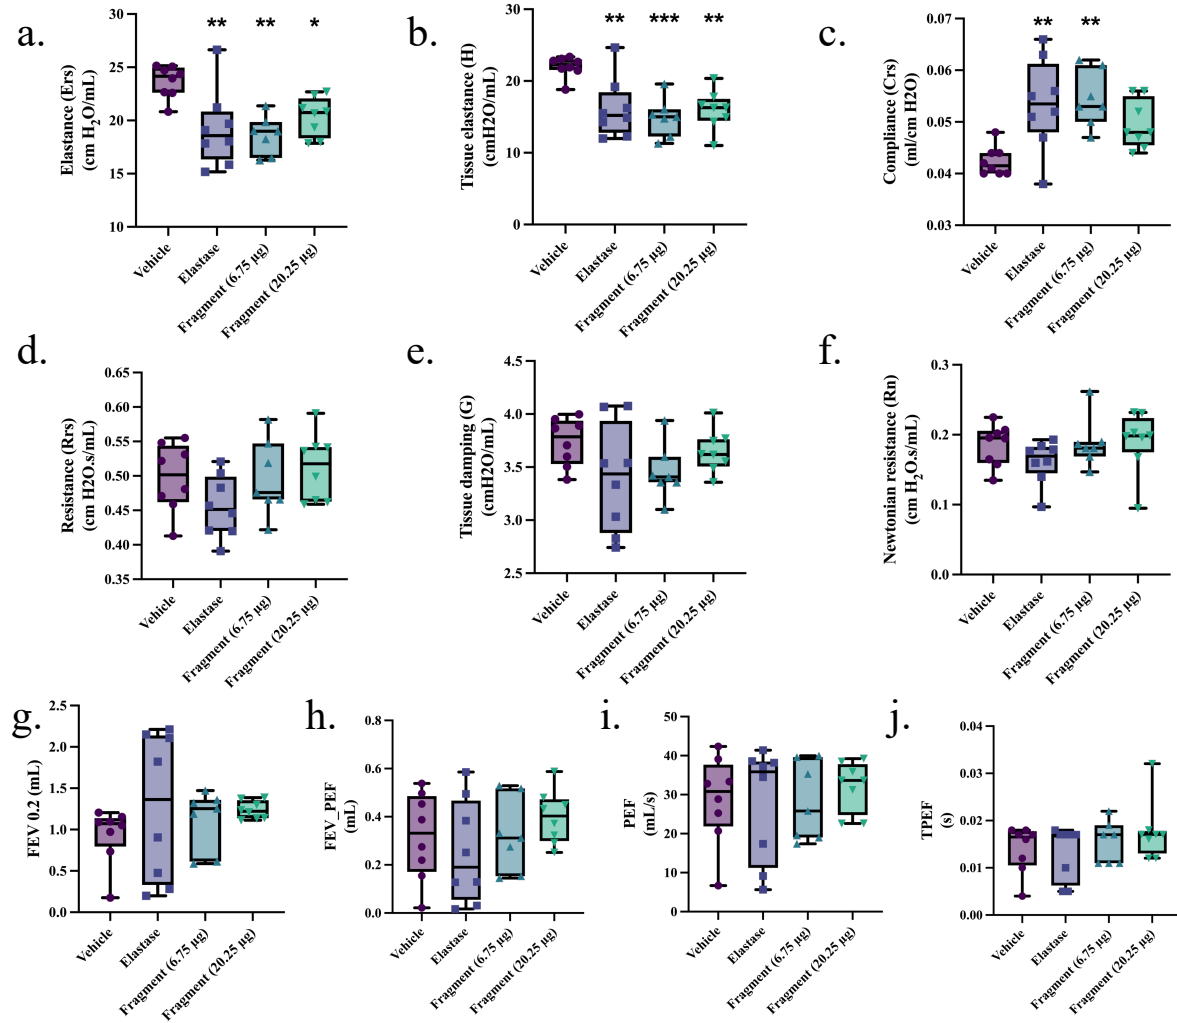

**Fig. S12. Lung tissue characteristics and lung function parameters in murine elastase-induced lung injury model.**

**a-f** Lung tissue characteristics: elastance, tissue elastance, compliance, resistance, tissue damping, and Newtonian resistance as measured with the FlexiVent (median  $\pm$  min/max data point, N=7-8, One-Way ANOVA followed by Sidak's multiple comparison). **g-j** Forced expiratory volume at 0.2 seconds (FEV<sub>0.2</sub>), forced expiratory volume at peak expiratory flow (FEV<sub>PEF</sub>), peak expiratory flow (PEF), time to reach peak expiratory flow (TPEF) as measured with the FlexiVent (median  $\pm$  min/max data point, N=7-8, One-Way ANOVA followed by Sidak's multiple comparison). Statistically significant comparisons are represented by \*p < 0.05, \*\*p < 0.01, and \*\*\*p < 0.001.

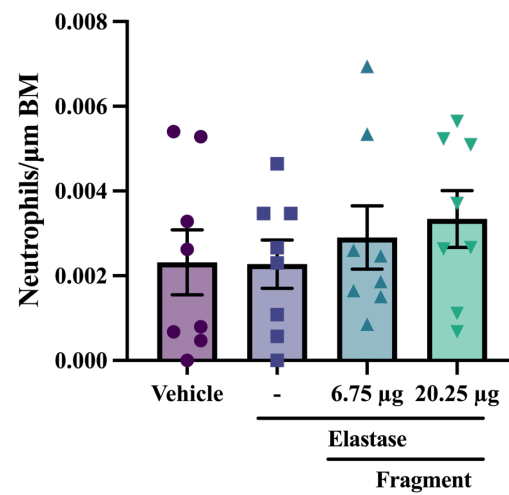

**Fig. S13. Neutrophil infiltration in murine elastase-induced lung injury model.** Neutrophil infiltration as determined by H&E staining in lung tissue from murine elastase-induced lung injury model (mean  $\pm$  SEM, N=8, One-Way ANOVA followed by Sidak's multiple comparison).

## **Supplementary Data:**

### **Supplementary Data 1. Assessment of proteomics analysis based on MISEV guidelines.**

Data are categorized based on the MISEV 2018 guidelines. Green-colored rows represent higher relative abundance in EV samples, blue rows represent higher relative abundance in SF samples, and red rows represent ratios that could not be calculated. N/A, not applicable.

### **Supplementary Data 2. Relative abundance of proteins present in all three replicates of lung fibroblast-derived EVs and SFs.**

Data are organized alphabetically.

### **Supplementary Data 3. Detailed proteomics-guided drug discovery strategy.**

Factors are present in all biological replicates (N=3) of both EVs and SFs. N/A is not applicable.

### **Supplementary Data 4. Information of recombinant proteins screened in organoid assay.**

### **Supplementary Data 5A. Patient characteristics of immunohistochemistry OGN staining in control tissue.**

The FEV<sub>1</sub> and FVC data were not available for lung tissue from Rochester (N=7) and for a few cases from Groningen (N=5). Data is presented as the median with the range between brackets. FEV<sub>1%pred</sub> = highest measurement of forced expiratory volume in 1s for an individual; FVC = forced vital capacity; NA = not applicable; \* = a significant difference in the number of pack years between current and ex-smokers (unpaired two-tailed T-test).

### **Supplementary Data 5B. Patient characteristics for immunohistochemistry OGN staining in COPD tissue.**

SEO-COPD (N=12) and moderate-severe COPD (n=14) were matched in terms of age, sex, and smoking status to respective control groups. Data is presented as the median with the range between brackets. FEV<sub>1%pred</sub> = highest measurement of forced expiratory volume in 1s for an individual; FVC = forced vital capacity; NA = not applicable. Statistical significance was determined with an unpaired two-tailed T-test; p-values <0.05 were considered significant.

**Supplementary Data 6. Overview of the genes included for the gene signatures of alveolar type II cells and fibroblasts**

**Supplementary Data 7. Patient characteristics of lung tissue from COPD IV patients used for organoid culture**

The FEV<sub>1</sub> and FVC data were unavailable for lung tissue from one donor patient. Data is presented as the median with the range between brackets. FEV<sub>1</sub> = highest measured forced expiratory volume in 1s for an individual after bronchodilation (BD); FVC = forced vital capacity.

How the deposited data were processed for this re-analysis (not part of the article)

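RNA of re-sorted Epcam+ cells and CCL206 fibroblasts from organoid cultures of 4 mice, treated for 72 h with vehicle, EVs, SFs or OGN, was analyzed in 32 libraries (8 conditions of 4 libraries). The authors had the libraries sequenced, trimmed the reads with Trimmomatic, aligned them to the mouse genome and counted reads per gene. They deposited raw counts per gene, without normalization, in 1 table of 11818 genes and 32 columns, and all columns were used. The table holds only genes with at least 1 count in every library, 660 of them with a lowest count of 1, and a filter of this kind is not described in the paper's text. The aligner, the counting program and the annotation release are not named in the paper's text either.

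Genes with enough counts were kept with filterByExpr of edgeR (version 4.0.16, R version 4.3.3), which left 11716 genes in Epcam+ cells, 11689 in CCL206 fibroblasts and 11805 in both together. Counts were normalized by TMM, and each treatment was compared with vehicle by edgeR's quasi-likelihood F test with mouse and treatment in the model, over the 16 libraries of a population. P values were adjusted by Benjamini-Hochberg, and genes with an adjusted p under 0.05 were called differentially expressed. The interaction of treatment and population was tested over all 32 libraries, with a mouse term for each population. Standard errors are the absolute log2 fold change divided by the square root of F. Normalized counts are counts divided by TMM-scaled library size and multiplied by the geometric mean of the scaled sizes of the population's libraries. The exact permutation test ran over the 70 regroupings of 4 against 4 libraries (smallest p 0.0286), and the exact sign-flip test over 4 mice.

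Mouse numbers were taken as pairs after a check on residual profiles, in which 1 number stood for 1 mouse in both populations. No 2 libraries were identical, and in all 48 pairs of replicate libraries the counts differed by more than counting error (lowest chi-square per degree of freedom 2.98). The depth was between 1805914 and 17675454 counts per library, with a median of 5901652. The standard errors cover the spread between libraries as well as counting error. Besides TMM, DESeq2's size factors (RLE) were tried, and the shift of the scale between the methods was at most 0.0119 log2 units.

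Gene lists were tested with camera of limma (version 3.58.1) at an inter-gene correlation of 0.01, with p adjusted over the 17 lists of a comparison, and were repeated with fry, with the correlation estimated from the data and with fgsea (version 1.28.0). The AT2 signature (10 genes) and fibroblast signature (9 of 10) are those of Supplementary Data 6. The AT1 list (9 of 10) holds the 3 genes the paper names and others from general knowledge. Lists from general knowledge were those of myofibroblast genes (15 of 20), NF-kB response (21 of 25), interferon response (11 of 20), HIF-1 targets (19 of 20), glycolysis (15 of 16), amino acid synthesis outside glycolysis (19 of 20), NRF2 targets (12 of 12) and ATF4 targets (12 of 12). Reactome sets were those of reactive oxygen species (23 of 27), iron (35 of 44), glycolysis (21 of 31), gluconeogenesis (24 of 34), amino acid synthesis (16 of 16) and respiratory electron transport (64 of 84). A macrophage list with 1 of 12 genes present was left out. The KEGG sets that the paper used were not used here.

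Beside the genes the paper names, the genes given are the 3 with the smallest p in each direction of a comparison, and Ogn. For this choice a gene had to be differentially expressed and changed in the same direction in all 4 mice. One gene that met this rule is not reported here. Genes chosen after the values had been seen are marked so at their value. PCA used the variance-stabilizing transformation of DESeq2 (version 1.42.0) and the 500 most variable genes, and log2 CPM used a prior count of 2. Similarity of treatments was the Pearson correlation of log2 fold changes over genes, beside 30 simulations of unchanged treatments that share the vehicle-treated libraries. In these all libraries of a population were simulated, the vehicle-treated ones included, with each gene drawn on its own. Where genes called in either comparison are named for similarity, as many genes with the smallest p in either were taken. Transcript length and GC content were medians over each gene's protein-coding GENCODE transcripts, or over all its transcripts where it had none of these. They were matched to 11621 of the 11818 genes (98.3%), 4 of these by an older symbol from the RefSeq annotation. Figures were drawn with matplotlib (version 3.10.9, Python version 3.11.15).

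The pipeline was tested on simulated data made from these counts. In Epcam+ cells, 196 of 200 genes given a change were called, with 12 other genes of the 11684 tested. In CCL206 fibroblasts 191 of 200 were called, with 10 other genes of 11657 tested, and for the interaction 173 of 199, with 10 other genes of 11616 tested. A simulated comparison without any change gave 0 calls.

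The alternatives were the model without mouse, the DESeq2 Wald test on 16 or 8 libraries, RLE size factors, only the 8 libraries compared, all 32 libraries in the model, every gene of the table, at least 10 counts in every library, a test against a 1.2-fold change (glmTreat), absolute log2 fold changes above 1 or above 0.585 (a fold of 1.5), counts thinned to the smallest library, and each mouse left out. Added after seeing the data were the models without the EV-treated libraries, the removal of each library's trend on transcript length or GC content, DESeq2 on 8 libraries without a filter on counts, and some of these applied to PCA, similarity and the named genes.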

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

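The tests of transcript length in the Epcam+ libraries, of the origin of Wnt7b, of growth factor genes in the Epcam+ libraries and of Lcn2, Saa3 and Chil1 in the fibroblast libraries, of the spread and of the size of all changes within the libraries compared, of repeated thinning, of Sftpc in the other Epcam+ libraries, and of genes enriched in a population were chosen only after the result was seen.

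The Epcam+ control library of mouse 1 held 16662822 counts, against 3067660 to 4833350 in the other 3. Its Sftpc count was also far below theirs. Of the 9 other AT2 signature genes, 1 was lowest in that library, which argues against fewer AT2 cells in it. Sftpc had 664.5 CPM in it, 3928 to 5631 in the other Epcam+ libraries of mouse 1, and at least 3373 in all 15 other Epcam+ libraries. No other mouse or treatment had such a low level, which argues against an exchange of labels among the Epcam+ libraries as the cause. The first component of the Epcam+ libraries followed depth (Spearman's rho = 0.956, permutation p = 1e-05, adjusted p = 8e-05 over 8 relations). With the 3944 genes that had a mean count of at least 500 the Pearson correlation was 0.127, so genes near the lower limit of the filter are a candidate source of part of that relation. The second component of these genes had a correlation with depth of 0.501 (adjusted p = 0.0958, and r = 0.355 without the 2 libraries farthest in depth), which leaves open whether part of the relation moved to it.

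Single libraries lay far from the other 3 of their group for Aqp3 with SFs in Epcam+ cells (85.9 CPM in mouse 4, against 224 to 249), Slc3a2 with OGN in Epcam+ cells (294 in mouse 4, against 224 to 236), Slc7a11 with SFs in Epcam+ cells (155 in mouse 2, against 182 to 184), Hsd11b1 with EVs in fibroblasts (17.9 in mouse 1, against 28.9 to 30.8) and Saa3 with vehicle in fibroblasts (1.18 in mouse 4, against 0.104 to 0.278). Together with the library total, these are 6 of the 154 groups examined, where chance gives 7.7. No explanation was tested for the single genes.

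The effect of EVs differed between the populations for 2815 genes and that of OGN for 65, by the interaction of treatment and population. The splits of the 8 cultures of a comparison into 4 and 4 were tested without mouse in the model and without the other cultures, where the real split gave 455 genes with EVs and 40 with OGN. Of the 35 splits, 1 gave as many with EVs and 1 with OGN, the real one in each. Among the genes named in this text, the EV effect in fibroblasts minus that in Epcam+ cells was -0.58 for Slc7a11 (adjusted p = 0.0367), 0.45 for Sod2 (0.0144), 0.575 for Cdkn1a (0.0176), -0.622 for Lmo7 (0.00603), 1.19 for Aqp3 (0.0111), -1.46 for Irag1 (0.00469) and -1.48 for Clic5 (0.00187). It was -0.865 for Ogn (0.027), -1.15 for Fgf2 (0.0085), -1.18 for Hgf (0.0055) and -0.77 for Wnt5a (0.0157). The OGN effect differed by 0.728 for Sod2 (0.00198), 1.54 for Lcn2 (0.000299) and -0.672 for Cx3cl1 (0.0408). It differed for Il33 too, which was chosen after the values had been seen and is given with the interaction in the results.

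For EVs the trend of the fibroblast libraries of mice 2 and 4 along transcript length enters these differences. With each library's length trend taken out, 2909 genes were differentially expressed with EVs in fibroblasts, 2168 of them among the 4207. There were 3886 with the GC trend taken out (3298 of the 4207) and 3598 after thinning to the smallest library (3402), which argues against each of these as the whole cause. The genes that were called only with the trend in place remain open to it. The strongest rho between deviation and length in the Epcam+ libraries of the same cultures was -0.0449, which argues against damage to the RNA of the whole cultures. Damage to the RNA of the fibroblast samples after sorting was not tested, and an effect of EVs on fibroblasts remains open beside it.

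More genes changed in fibroblasts than in Epcam+ cells with EVs and OGN. Without mouse 2 this order was lost with EVs (19 genes in fibroblasts and 28 in Epcam+ cells), and with OGN the numbers were 236 and 223. With all 32 libraries thinned to 1 total the ratio was 64.6 for EVs and 1.63 for OGN, and over 10 draws it was 37.7 to 64.6 and 1.56 to 1.88, which argues against depth as the cause. The biological coefficient of variation of fibroblasts was 1.72 times that of Epcam+ cells in the 8 libraries of the EV comparison and 0.74 times in those of the OGN comparison. Over all genes above 10 CPM, called or not, the SD of the log2 fold changes beyond their standard errors was 3.38 times as large in fibroblasts with EVs (2.54 to 4.41 with a mouse left out) and 1.55 times with OGN (1.43 to 2.46). This argues against a smaller spread between fibroblast libraries as the whole cause, while with OGN it remains open as a part.

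NF-kB response genes, which the paper does not discuss, had a mean log2 fold change with OGN of 1.08 in Epcam+ cells and 1.487 in fibroblasts. Endotoxin in the protein that acted through TRIF would have raised interferon response genes. In fibroblasts the 11 of 20 present were lower (camera, adjusted p = 0.000868, and 0.0531 with at least 10 counts in every library), so these 11 showed no rise. The other 9, among them Cxcl10, Ifit1 and Rsad2, were absent, because the table holds only genes with a count in every library. A rise of genes silent with vehicle could therefore not be seen, and endotoxin acting through TRIF remains open in fibroblasts. In Epcam+ cells the interferon response genes present were not shifted (adjusted p = 0.146, and 0.0283, lower, without mouse 2). Endotoxin and an effect of the protein cannot be told apart there, because the mean of these genes was lower in 3 mice and higher in 1. Endotoxin that acts without TRIF was not tested. Leukocytes cannot be told apart from the sorted cells as a source of these genes, because the table held 1 of the leukocyte markers. In the 4 OGN-treated fibroblast libraries, the level relative to Epcam+ cells had a median of 3.7 times the share of AT2 genes for Lcn2, whose rise was also larger in fibroblasts. It was 10.5 times that share for Saa3, above the Epcam+ level itself in all 4 cultures (212% to 280%). Both argue against epithelial RNA as the whole source of these 2 genes, although 1 AT2 gene lay above Lcn2 in each culture. For Chil1 it was 1.57 times (1.47 to 1.74), and epithelial RNA and fibroblast RNA cannot be told apart, because single AT2 genes had shares as high. Their rise with OGN was larger in fibroblasts than in Epcam+ cells by 1.54 for Lcn2 and 2.13 for Saa3, against a median of 0.474 for the 127 genes at least 16-fold higher in Epcam+ cells, which argues against more epithelial cells as the whole source. For Chil1 it was larger by 0.422, and more epithelial cells and a rise in fibroblasts cannot be told apart, because that lies near the median of those genes.

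Ogn mRNA was lower with OGN in Epcam+ cells (-1.17) and in fibroblasts (-1.34). Of the 439 genes at least 4-fold higher in fibroblasts, chosen in the SF-treated libraries, 11 (2.51%) fell in the OGN-treated fibroblast libraries as far as Ogn less 2 standard errors. This argues against fewer fibroblasts as the cause there. A feedback of the protein on its own mRNA is a hypothesis found on the same data, and it was not tested. In the fibroblast libraries Ogn was also lower with EVs (22.9 to 38.5 CPM) and SFs (32.3 to 36.4 CPM) than with vehicle (39.9 to 50.7 CPM). Over the alternatives its log2 fold change there was -0.756 to -0.415 with EVs and -0.546 to -0.412 with SFs. In the Epcam+ libraries the reads of Ogn could come from fibroblast RNA, as the levels of Fgf7, Fgf10 and Hgf there were at a median of 0.687 of those that the share of fibroblast genes would give.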

How the results depend on the processing

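The alternatives without the EV-treated libraries, those with the length or GC trend taken out, DESeq2 on 8 libraries with every gene, and the omission of each mouse for PCA and similarity were chosen only after the result was seen. Unless a cause is given, the cause was not tested. Of 118 alternatives for the numbers of differentially expressed genes, 60 left the number within a factor of 1.5 and 58 moved it further, and of 27 for the interaction 17 and 10 did. Of 208 alternatives for the lists behind the paper's statements 178 kept direction and side of the threshold, 28 lost the call and 2 reversed direction. For the other lists 740 of 840 did, and for the named genes 922 of 1006. All reversals had an adjusted p of at least 0.05 under the alternative.

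With EVs in Epcam+ cells, 104 genes were called. There were 9 without mouse in the model, 201 by DESeq2 on 16 libraries, 12 with glmTreat against a 1.2-fold change, 48 after thinning to the smallest library, 8 above a log2 fold change of 1 and 52 above a fold of 1.5. With a mouse left out the number was 17 (mouse 3) to 156 (mouse 4). With SFs, 27 genes were called, against 6 without mouse in the model, 53 by DESeq2 on 16 libraries, 58 by DESeq2 on 8 libraries with or without a filter, 42 with only the 8 libraries compared, 6 with all 32 libraries in the model, 10 with glmTreat and 6 above a log2 fold change of 1. A mouse left out gave 11 (mouse 1) to 32 (mouse 4). With OGN, 316 genes were called, against 198 without mouse in the model, 201 by DESeq2 on 8 libraries and 198 with every gene, 185 with only the 8 libraries compared, 114 with glmTreat, 65 above a log2 fold change of 1 and 159 above a fold of 1.5. A mouse left out gave 144 (mouse 1) to 268 (mouse 4).

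In fibroblasts, 4207 genes were called with EVs, against 2178 by DESeq2 on 8 libraries and 2213 with every gene, 387 with only the 8 libraries compared, 1699 with glmTreat, 616 above a log2 fold change of 1 and 2282 above a fold of 1.5. Omitting mouse 2 left 19, and omitting mouse 1 left 4556. With SFs 7 were called, against 32 by DESeq2 on 16 libraries, 146 by DESeq2 on 8 libraries and 147 with every gene, 302 with only the 8 libraries compared, 13 with all 32 libraries in the model, 108 without the EV-treated libraries, 3 with the GC trend taken out, 4 with glmTreat and 4 above a log2 fold change of 1. Omitting a mouse left 2 (mouse 3) to 5 (mouse 4). With OGN 533 were called, against 863 by DESeq2 on 16 libraries, 1146 on 8 libraries and 1141 with every gene, 1370 with only the 8 libraries compared, 1770 without the EV-treated libraries, 283 with glmTreat and 141 above a log2 fold change of 1. Omitting a mouse left 236 (mouse 2) to 411 (mouse 4). Limits on the fold change and the thinning of counts can only call fewer genes or test with fewer counts, so the smaller numbers there follow from their construction.

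The interaction with EVs had 2815 genes, 1776 after thinning and 261 (without mouse 4) to 2976 (without mouse 1) with a mouse left out. With SFs it had 0 (590 at an unadjusted p under 0.05), 2 by DESeq2 with the same mouse terms, and 32 with only the cultures compared in the model. With OGN it had 65, against 35 without mouse in the model, 144 by DESeq2, 29 after thinning and 16 (without mouse 3) to 47 (without mouse 4) with a mouse left out.

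For the lists, values are adjusted p. The AT1 list with EVs in Epcam+ cells (0.0432) lost its call with an estimated inter-gene correlation (0.0914), without mouse in the model (0.113), with at least 10 counts in every library (0.0521) and by fgsea (0.0827), and ranged from 0.0437 (without mouse 1) to 0.109 (without mouse 3). With SFs (0.0241) it lost it with an estimated correlation (0.150), without mouse in the model (0.135) and by fgsea (0.0957), and ranged from 0.0283 (without mouse 1) to 0.0855 (without mouse 3). The AT2 signature with EVs (0.0117) lost its call with an estimated correlation (0.0914) and ranged from 0.000263 (without mouse 1) to 0.129 (without mouse 3). With SFs (0.00939) it lost it with an estimated correlation (0.150), under fry (0.0752), without mouse in the model (0.0512) and by fgsea (0.103), and ranged from 0.00492 (without mouse 3) to 0.123 (without mouse 1). The AT1 list with OGN kept its call under all of its alternatives.

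Amino acid synthesis outside glycolysis with OGN in Epcam+ cells lost its call with an estimated correlation (0.0831) and ranged from 0.00537 (without mouse 1) to 0.0850 (without mouse 4). The set of reactive oxygen species lost it with an estimated correlation (0.267) and under fry (0.0793), and the iron set without Lcn2 (0.115), its member with the largest change. The Reactome set of amino acid synthesis ranged from 0.404 (without mouse 2) to 0.892 (without mouse 4, where its direction reversed), and the myofibroblast list in fibroblasts from 0.224 (without mouse 2) to 0.910 (without mouse 3, reversed). The signatures in controls lost their calls with an estimated correlation (0.259 for AT2 and 0.132 for fibroblasts) and kept them under the other alternatives run.

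Among the other lists, direction reversed with EVs in Epcam+ cells for interferon response with at least 10 counts in every library (0.913) and for Reactome amino acid synthesis with that limit (0.802) and with a mouse left out (0.628 without mouse 3 to 0.942 without mouse 1). With SFs in Epcam+ cells it reversed when a mouse was left out for ATF4 targets (0.244 to 0.886, mice 1 and 4), amino acid synthesis outside glycolysis (0.556 to 0.939, mice 3 and 2), gluconeogenesis (0.798 to 0.916, mice 3 and 1) and reactive oxygen species (0.0836 to 0.707, mice 2 and 4), the last also with the length trend taken out (0.836). With OGN in Epcam+ cells it reversed for the fibroblast signature (0.0286 to 0.545, mice 3 and 4). In fibroblasts with EVs, the reversals were those of the AT2 signature (0.126 to 0.949, mice 4 and 3), ATF4 targets (0.488 to 0.949, mice 1 and 3), NRF2 targets (0.815 to 0.949, mice 2 and 3, 0.894 with at least 10 counts, 0.876 with the length trend taken out) and interferon response (0.653 to 0.949, mice 2 and 3, 0.721 with the length trend taken out). With SFs they were those of ATF4 targets (0.131 to 0.819, mice 3 and 2), Reactome amino acid synthesis (0.563 to 0.850, mice 2 and 3) and the iron set without Lcn2 (0.990). With OGN they were those of the AT1 list (0.171 to 0.982, mice 3 and 2) and electron transport (0.0305 to 0.982, mice 1 and 2).

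Of the named genes that reversed direction, Sftpc had the widest ranges with a mouse left out. With EVs in Epcam+ cells the log2 fold change with a mouse left out was -0.148 to 0.0297 for Sod2 (mice 2 and 4), -0.0666 to 0.0212 for Lmo7 (mice 4 and 2) and -0.478 to 0.255 for Sftpc (mice 1 and 4), which was -0.0810 without mouse in the model. Cdkn1a with EVs was -0.0256 after thinning. With SFs, Slc3a2 ranged from -0.0437 to 0.0488 (mice 2 and 1) and was -0.00855 by DESeq2 on 16 libraries, -0.000306 on 8, -0.00246 with RLE and -0.000301 with only the 8 libraries compared. Cdkn1a ranged from -0.0797 to 0.0137 (mice 2 and 4), Lmo7 from -0.0610 to 0.00275 (mice 4 and 1), Sftpb from -0.0162 to 0.0317 (mice 2 and 1; -0.00156 after thinning), Sftpc from -0.167 to 0.588 (mice 1 and 4) and Ogn from -0.325 to 0.144 (mice 1 and 4). With OGN, Gprc5a ranged from -0.102 to 0.0144 (mice 3 and 1), Sftpb from -0.0857 to 0.0722 (mice 4 and 1; 0.00233 without mouse in the model) and Sftpc from -0.571 to 0.161 (mice 1 and 4). Sftpc was 0.109 by DESeq2 on 8 libraries and 0.107 with only the 8 libraries compared, and Emp2 was 0.00511 after thinning. In fibroblasts Hgf with EVs was 0.0434 with the length trend taken out, and Wnt5a with SFs ranged from -0.146 to 0.0511 (mice 3 and 1).

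PC1 held 94.7% of the variance, against 76.8% with all genes, 92.7% on log2 CPM, 44.7% in Epcam+ cells alone and 62.5% in fibroblasts alone, and 94.5% to 95.1% with a mouse left out. Populations analyzed alone lack the difference between them, which accounts for their lower share. The correlations of treatments over the genes called in either comparison of a pair were 0.894, 0.705 and 0.867 in Epcam+ cells (EVs and SFs, EVs and OGN, SFs and OGN) and 0.577, 0.283 and 0.788 in fibroblasts. The simulated means for these were 0.722, 0.709 and 0.695 in Epcam+ cells and 0.53, 0.536 and 0.664 in fibroblasts. Over all genes and with a mouse left out, r ranged in Epcam+ cells from 0.608 to 0.684, 0.322 to 0.534 and 0.395 to 0.532, and in fibroblasts from 0.270 to 0.514, 0.193 to 0.338 and 0.329 to 0.484.

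Of 104 results for lists 97 kept their side of the threshold and direction without the mouse block, and of 87 for named genes 75 did. Beside the AT1 and AT2 lists given above, the block changed the calls of NRF2 targets (0.0419, and 0.0613 without it) and ATF4 targets (0.0659 and 0.0457) with EVs in Epcam+ cells, and of the AT1 list (0.0318 and 0.242) and amino acid synthesis outside glycolysis (0.0438 and 0.0500) with EVs in fibroblasts. Without it, calls were lost for Aqp3, Krt5 and Adh7 with EVs, for Slc7a11, Krt15, Aqp3 and Krt5 with SFs, and for Cdkn1a, Krt15 and Ogn with OGN, all in Epcam+ cells, and the block changed no other call of lists or named genes. The depth of the data limits genes of few counts such as Wnt7b, and genes with 0 counts in any library are absent from the table.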

Differences from the paper's values

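No test in this part was chosen only after the result was seen, apart from the alternatives marked so. A gap is called closed where the number found came within a factor of 1.5 of the paper's, from either side.

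With EVs, the paper reports 1186 genes upregulated and 983 downregulated in fibroblasts, where 2317 and 1890 were found here. Of the alternatives set before the data were examined, the paired DESeq2 test on the 8 libraries compared (1183 and 995) and a fold limit of 1.5 (1257 and 1025) closed both gaps, and the test against a 1.2-fold change closed the first (1057). Of those chosen after seeing the values, removal of the length trend (1650 and 1259) and DESeq2 on 8 libraries with every gene (1201 and 1012) closed both. The other alternatives did not close both.

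With SFs, the paper reports 29 downregulated genes in Epcam+ cells, and 9 were found here. The paired DESeq2 test closed this gap on 16 libraries (23) and on 8 (27), as it did with every gene on 8 libraries (27), which was chosen after seeing the values. In fibroblasts the paper reports 95 upregulated and 47 downregulated genes, and 7 and 0 were found here, with 621 genes at an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2 on 8 libraries closed both gaps (97 and 49). Chosen after seeing the values, DESeq2 on 8 libraries with every gene (98 and 49) closed both, and the model without the EV-treated libraries (85) the first.

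With OGN, the paper reports 79 downregulated genes in Epcam+ cells, and 143 were found here. The gap was closed without mouse in the model (77), by DESeq2 on 8 libraries (81), by only the 8 libraries compared (69), by all 32 libraries in the model (89), by thinning (93), by a fold limit of 1.5 (76) and by leaving out any 1 mouse (56 to 102). Chosen after seeing the values, DESeq2 with every gene (80) and the model without the EV-treated libraries (105) closed it. RLE size factors, the other limits on counts, DESeq2 on 16 libraries, a log2 fold change above 1 and glmTreat left it open. In fibroblasts the paper reports 652 upregulated and 489 downregulated genes, and 316 and 217 were found here. Both gaps were closed by DESeq2 on 16 libraries (513 and 350) and on 8 (654 and 492) and by only the 8 libraries compared (761 and 609), and the first by all 32 libraries in the model (476). Of the alternatives chosen after seeing the values, DESeq2 on 8 libraries with every gene gave 652 and 489. The first gap was also closed by the removal of the length trend (478) and without the EV-treated libraries (963, above the paper's 652). The paper's results name a paired DESeq2 analysis.

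Some statements of the paper on genes and rankings were not met by the test used here. The paper ranks the effect of SFs as stronger in fibroblasts, and here 27 genes were called in Epcam+ cells and 7 in fibroblasts. The order was that of the paper by DESeq2 on 8 libraries (58 and 146), with only the 8 libraries compared (42 and 302) and with all 32 libraries in the model (6 and 13). Chosen after seeing the values, DESeq2 with every gene (58 and 147) and the model without the EV-treated libraries (20 and 108) gave that order as well. Hgf is stated to rise with SFs, and its adjusted p was 1.00 here. It was called by DESeq2 (0.0134) and edgeR (0.00382) on the 8 libraries compared and without the EV-treated libraries (0.0323), the first and last of these chosen after seeing the values. Wnt7b is stated to rise with OGN, and its adjusted p was 0.090. It was called by DESeq2 (0.0309) and edgeR (0.0392) on the 8 libraries compared and without the EV-treated libraries (0.0230), the first and last again chosen after seeing the values.

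The paper places the AT1 signature among those OGN left alone, and the AT1 list used here, which shares 3 genes with the paper's text, was lower (camera, adjusted p = 0.00038). The averaged score of the list did not reach p under 0.05 in the exact permutation test. None of the 3 shared genes was differentially expressed. The decrease of Cdkn1a with OGN, which the paper gives without significance, had an adjusted p of 0.038. The rise of Fgf7 with EVs, given in the same way, had an adjusted p of 0.0127, and Fgf10 with EVs had 0.643.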

Other observations

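In this part the tests of the origin of Wnt7b and of genes enriched in Epcam+ cells, of growth factor genes in the Epcam+ libraries and the comparison of called genes with the simulated treatments were chosen only after the result was seen.

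Other splits of the 8 libraries of a comparison into 4 and 4 were tested without mouse in the model, 35 splits each with the real one included. As many genes as with the real split were called in 2 splits for EVs and 3 for SFs in Epcam+ cells, and in 2 for SFs in fibroblasts. In 1 split, the real one, as many were called for OGN in Epcam+ cells, for EVs in fibroblasts and for OGN in fibroblasts. For EVs in Epcam+ cells the real split gave 15 genes and the largest other 91, and for SFs 6 and 117. Both of those larger splits part the libraries by depth, with the deepest control library among the treated. For SFs in fibroblasts the real split gave 47 genes, and 163 were given by the split of mice 1 and 2 from mice 3 and 4. With mouse in the model, the real split was compared with the 8 splits that exchange treatment and control within mice, and it gave the most genes in each comparison. In Epcam+ cells it gave 88 with EVs (largest other 8), 42 with SFs (5) and 185 with OGN (34). In fibroblasts it gave 387 with EVs (0), 302 with SFs (1) and 1370 with OGN (1). For the interaction of SFs and population all 35 splits gave as many genes as the real one, which gave 0, while 590 genes had an unadjusted p under 0.05. With mouse in the model the real split of the interaction gave 32 genes with SFs (largest other 6), 844 with EVs (0) and 79 with OGN (1).

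Over all genes, the log2 fold changes of EVs and SFs in Epcam+ cells correlated by 0.098 more than the highest of the simulated unchanged treatments. The simulations drew each gene on its own and lack shifts that many genes of a real library share. The shared vehicle-treated libraries therefore remain open as the cause. For the other pairs r was below the highest simulated value, by -0.157 for EVs and OGN and -0.056 for SFs and OGN in Epcam+ cells, and by -0.021 for EVs and SFs, -0.245 for EVs and OGN and -0.101 for SFs and OGN in fibroblasts. Over the genes called in either comparison, r was above the highest simulated value by 0.059 for EVs and SFs and by 0.116 for SFs and OGN in Epcam+ cells. For the same reason this does not exclude the shared libraries there. In fibroblasts it was above by 0.027 for EVs and SFs and by 0.057 for SFs and OGN, less than the SD of r over left-out mice (0.134 and 0.0629). A shared effect and the shared libraries cannot be told apart for these 2 pairs, because single mice moved r further than that. For EVs and OGN it was below by -0.047 in Epcam+ cells and -0.279 in fibroblasts, so the shared vehicle-treated libraries are a candidate source of the correlation of this pair.

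The rise of amino acid biosynthesis with OGN was tested for glycolysis enzymes that the pathway shares. Enzymes outside glycolysis were higher in Epcam+ cells (adjusted p = 0.016), a call lost with an estimated correlation (0.0831) and without mouse 3 (0.0555) or mouse 4 (0.085). The shared enzymes and a rise of the pathway cannot be told apart there, because the Reactome set of amino acid synthesis was not shifted either (adjusted p = 0.516). In fibroblasts they were not shifted (adjusted p = 0.601), as the shared enzymes alone would give.

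Wnt7b in the fibroblast libraries had a median of 0.143 of the level that the share of AT2 genes would give, so epithelial RNA is a candidate source of its reads there. Of the 127 genes at least 16-fold higher in Epcam+ cells, chosen in the SF-treated libraries, 107 were higher with OGN in the fibroblast libraries, by a median of 0.456, and 49.6% rose as far as Wnt7b (1.21) less 2 standard errors. More epithelial cells with OGN and a rise of Wnt7b in fibroblasts cannot be told apart, because the change of Wnt7b lies within that of these genes. Fgf7, Fgf10 and Hgf in the Epcam+ libraries had a median of 0.687 of the level that the share of fibroblast genes would give, so fibroblast RNA is a candidate source of these reads.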
